# Doxorubicin resistance involves modulation of interferon signaling, transcriptional bursting, and gene co-expression patterns of U-ISGF3-related genes

**DOI:** 10.1016/j.neo.2024.101071

**Published:** 2024-10-13

**Authors:** Pawel Trzaskoma, SeolKyoung Jung, Yuka Kanno, John J. O'Shea, Carson C. Chow

**Keywords:** Chemoresistance, JAK/STAT, Transcriptional bursting, Mathematical modeling, scRNA-Seq, Colorectal cancer

## Abstract

Chemotherapy, although effective in treating cancer, can induce various cellular responses, including senescence and drug resistance. Here, we investigate the transcriptomic alterations induced by doxorubicin (DOX), a commonly used chemotherapeutic agent, in human colon cancer cells. Using single-cell RNA sequencing, we identified distinct cell populations and their transcriptional profiles following subtoxic DOX treatment, revealing cell clusters characterized by differential expression of genes involved in cell cycle regulation and interferon (IFN) signaling. DOX-persisting proliferating cells exhibited upregulation of genes reported to be linked to the unphosphorylated form of ISGF3 (U‐ISGF3) transcription factor. Furthermore, we found that *HSH2D*, a poor prognostic marker, was highly upregulated in doxorubicin-surviving proliferative cells, and its expression was correlated with U-ISGF3-related genes. Analysis of transcription kinetics via mathematical modeling revealed that the number of mRNA molecules produced per transcriptional burst was increased for U-ISGF3-related genes. We also observed altered gene co-expression patterns of U-ISGF3-related genes and others upon DOX treatment, which potentially contributes to chemoresistance of DOX-surviving proliferative cells and may influence cancer cell fate after chemotherapy. Our findings highlight U-ISGF3-related genes and the JAK/STAT pathway as potential therapeutic targets for overcoming chemoresistance in colon cancer.

## Introduction

Since its approval for clinical use in the 1970s, doxorubicin (DOX) has stood out as one of the most potent chemotherapeutic drugs [1]. Unfortunately, DOX chemotherapy has substantial limitations beyond its toxicity; namely, its efficacy can be limited by cancer cells becoming senescent upon treatment [[2], [3], [4], [5], [6]]. Furthermore, much evidence indicates that senescence could increase the risk of metastasis, as therapy-induced senescent cells can reenter the cell cycle [5,[7], [8], [9], [10]]. Moreover, some cancer types are resistant to DOX with clones acquiring resistance during treatment, further increasing the risk of metastasis [11]. Thus, it is important to understand how DOX-surviving proliferative cells differ from senescent cells that respond to the drug or from untreated cancer cells.

It has been shown that the JAK/STAT (the Janus kinase/signal transducer and activator of transcription [12]) pathway can be activated in cancer cells after DOX treatment [13]. For example, transcription factor STAT1 has been shown to be involved in resistance to chemo- and radiotherapy [14,15]. Small cell lung carcinoma (SCLC) cell lines expressing higher levels of STAT1 are more resistant to DOX, the chemotherapy agent etoposide (Etoposide), and radiotherapy [16]. Prolonged low-dose exposure of cells to IFNβ upon chemotherapy-induced DNA damage leads to the formation of the non-canonical protein complex unphosphorylated IFN‐stimulated gene factor 3 (U-ISGF3) [16] that contains unphosphorylated STAT1 and unphosphorylated STAT2 interacting with IRF9. U‐ISGF3 drives the expression of interferon-stimulated genes (ISGs) involved in viral infection and DNA damage that is postulated to increase the resistance to therapy [16]. JAK/STAT inhibition can also sensitize certain resistant cancer types to chemotherapy [17], indicating a possible link between type I interferons (IFN‐I) and chemotherapy resistance.

It remains unclear whether JAK/STAT upregulation upon chemotherapy is mainly a feature of cells that become senescent or cells that do not respond to DOX and continue cycling. It is also not clear how the STAT transcription factors modulate the transcriptional kinetics of ISGs and drive their expression. Finally, it remains to be elucidated whether cancer cells that survive chemotherapy and avoid cell death (DOX-surviving proliferative cells) change their gene co-expression profile at the single-cell level. To date, most studies focus on single selected biomarkers of DOX response or transcriptome changes in bulk, which limits the possibility to answer these questions [18].

In this light, we undertook a single-cell transcriptome-wide approach combined with mathematical modeling to uncover how the transcriptome of DOX-resistant cells is changed in human colon cancer HCT-116 cells. We employed our recently developed StochasticGene software package to infer the potential role of U‐ISGF3 transcription factor in the regulation of transcriptional kinetics and bursting [19]. We found that the modulation of bursting correlates with substantial changes in the co-expression patterns of genes linked to the U-ISGF3 complex, senescence, proliferation, or mitosis. Additionally, DOX-persisting proliferative cells marked by a U‐ISGF3-gene signature upregulate the *HSH2D* gene – a poor prognostic marker in colorectal cancer (Human Protein Atlas proteinatlas.org [20]).

## Results

### Doxorubicin induces IFN target genes in human colon cancer cells

Depending on the dose, DOX can lead to cell death or cell cycle arrest along with senescence. A growing body of evidence indicates that the latter is undesirable, as chemotherapy-induced senescence can be reversible, thereby increasing the risk of metastasis [5,[20], [21], [22]]. At the same time, some cells can develop resistance to DOX and continue cycling after treatment [17]. Our first goal was to uncover distinctions in the transcriptomes of chemo-resistant (DOX-surviving cycling cells), senescent, and untreated human colon cancer cells (Fig. 1A). After treatment, we observed the presence of distinct cell populations consisting of normal-sized dividing cells in either G1 or G2/M stage of the cell cycle (Figs. 1B-C and S1), and polyploid, giant cells characterized by high activity of β-galactosidase, a marker of senescence (Figs. 1B-C and S1).

**Fig. 1:**
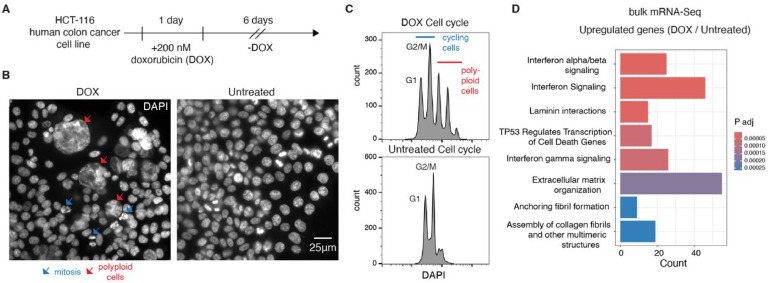
Doxorubicin treatment upregulates IFN-related genes. (A) A scheme of experimental design: human colon cancer cells (HCT-116) were treated with 200 nM doxorubicin (DOX) for 24 hours. After washing out the drug, the cells were analyzed after 6 days. (B) Two representative images of DOX-treated (left) and untreated cells (right). Red arrows indicate polyploid giant cells, and blue arrows indicate mitosis in the DOX-treated sample. The white bar indicates a scale: 25 µm. (C) Flow cytometry panel of fixed DAPI-stained DOX-treated (top) and untreated (bottom) cells reveals subpopulations of cycling (in blue) and polyploid (in red) cells upon DOX treatment. (D) Gene ontology analysis of upregulated genes upon DOX treatment as revealed by bulk mRNA-Seq.

To uncover changes at the transcriptional level, we performed bulk mRNA-Seq and identified 1864 downregulated and 1875 upregulated genes upon DOX treatment (Fig. S2A, Table S1). Among downregulated genes, we observed enrichment of genes involved in mitosis and cell cycle checkpoints, in line with the presence of a subpopulation of senescent cells (Fig. S2B). On the other hand, among upregulated genes, we identified a strong enrichment of genes involved in IFN signaling, including key genes such as *STAT1, STAT2*, and *IRF9*, which are critical components of the signaling pathway activated by IFN‐I (Fig. 1D, Table S2).

### scRNA-Seq reveals populations of senescent and persisting proliferative cells upon doxorubicin treatment

Although bulk mRNA-Seq revealed almost four thousand significantly affected genes, it was unknown whether their expression was altered in senescent cells or cycling cells that survived DOX treatment. To address this ambiguity, we performed single-cell RNA sequencing (scRNA-Seq), followed by a cluster analysis. 

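Single-cell RNA sequencing was done on HCT-116 cells, an established human colon cancer line. The data are 4 droplet libraries: untreated replicates 1 and 2, and replicates 1 and 2 of cells given 200 nM DOX for 24 h and left to recover for 6 d. Each droplet has its own barcode, and each captured mRNA has a unique molecular identifier (UMI), so molecules are counted per gene and per barcode. The deposited tables are raw UMI counts of all annotated genes that the authors made with Cell Ranger on hg19, with 8000 barcodes kept by instruction in each DOX library. The untreated libraries held 4701 and 2528 barcodes with medians of 64049 and 75728.5 UMIs, and the DOX libraries had medians of 1533 and 1295 UMIs. The paper's limits (fewer than 12000 genes, fewer than 150000 UMIs and less than 8% mitochondrial UMIs) kept 3787 and 2077 untreated and 6536 and 5811 DOX barcodes. Counts of the barcodes of one cluster were summed per library and compared with edgeR's quasi-likelihood test, so n is 2 libraries against 2 and never a number of cells. The paper gives 2 replicates, and neither it nor the sample labels say whether these came from separate cultures, so each p-value measures the spread between these libraries alone.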

We identified four clusters present in both untreated and DOX-treated samples. 

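The barcodes fell into 4 clusters at the resolution of 0.1 that the paper's methods give, and every cluster held barcodes of all 4 libraries. Cluster 1 here is the cluster with most untreated barcodes and cluster 2 the one with most DOX barcodes. The remaining clusters are called A and B, because nothing in the files ties them to the paper's clusters 3 and 4. Cluster A held 346 and 203 untreated and 568 and 499 DOX barcodes, with medians of 7986 to 8912 genes per barcode. Cluster B held few untreated barcodes and 576 and 513 DOX barcodes, with medians of 6543.5 and 2191 genes in the 2 DOX libraries. Within the DOX libraries cluster A stood above cluster 1 in genes of DNA synthesis (39 of 41 S phase genes) and of cell division (54 of 54 G2/M genes), and below it in 23 of 31 targets of the DNA damage regulator p53. Cluster B stood below cluster 1 in 41 of 41 S phase and 53 of 54 G2/M genes, and above it in 23 of 31 p53 targets and in 16 of 18 genes of the senescence-associated secretory phenotype (SASP). The clusters were formed from these same counts, so the gene numbers describe them and do not test them.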

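Barcodes with few genes were common in the DOX libraries and rare in the untreated ones. Among DOX barcodes, 68.7% (95% exact binomial interval 67.5 to 69.8%, replicate 1) and 74.996% (73.9 to 76.1%, replicate 2) had fewer than 1000 genes, against 2.90% and 2.70% of untreated barcodes. At least 7000 genes were found in 17.1% and 15.4% of DOX barcodes and in 79.0% and 89.6% of untreated barcodes. Clustering was repeated without genes of the fixed lists, so that the genes left out could not place a barcode. Other genes of senescence, proliferation or interferon could still do so. The counterpart of cluster 2 then held 78.3% (77.2 to 79.3%) and 78.8% (77.7 to 79.8%) of DOX barcodes, and 11.3% (10.3 to 12.4%) and 10.01% (8.76 to 11.4%) of untreated barcodes. The counterpart of cluster 1 held 3.397% (2.97 to 3.86%) and 2.94% (2.52 to 3.41%) of DOX barcodes, and 70.6% (69.1 to 72.0%) and 70.9% (68.9 to 72.9%) of untreated barcodes. With 2 libraries on each side an exact permutation test cannot give a p-value below 0.33. The DOX shares also rest on the authors' choice of 8000 barcodes per library, a number that includes 5011 and 5448 barcodes with fewer than 2000 UMIs.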

Since clusters 3 and 4 consisted of too few cells to perform a meaningful analysis, we focused our analyses on the main clusters: cluster 1, which was present in untreated and DOX-treated samples, and cluster 2, which was highly enriched in the DOX sample (Fig. 2A). 

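DOX barcodes of cluster 1 held as many genes as untreated ones, and DOX barcodes of cluster 2 held far fewer. The median in cluster 1 was 8968.5 and 9309 genes in the DOX libraries and 8663 and 9100 genes in the untreated libraries. In cluster 2 the median was 766 and 673 genes with DOX, but 6216.5 and 6744 genes without it. Fewer than 1000 genes were found in 87.5% and 93.5% of DOX barcodes of cluster 2, and in 22.9% and 23.7% of its untreated barcodes. The number of UMIs fell in step: DOX barcodes of cluster 2 had medians of 1438 and 1223 UMIs, while those of cluster 1 had 69704 and 80601 UMIs. Transcripts of the mitochondrial genome made up a median of 0.886% and 1.07% of UMIs in DOX cluster 2, against 5.13% and 5.34% in DOX cluster 1. A barcode with few UMIs shows few genes whatever the cell expresses, so gene number and depth cannot be told apart here.

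**Figure D1:**
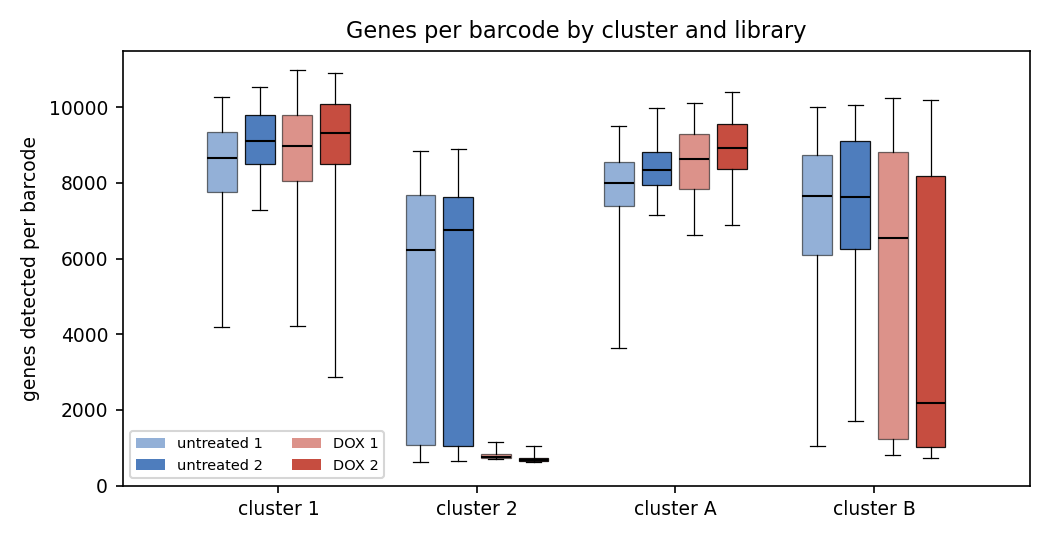
Genes per barcode by cluster and library, with boxes from the lower to the upper quartile and whiskers from 5 to 95% of barcodes. The medians of DOX cluster 2 are 766 and 673 genes.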

The major cluster 2 in the DOX sample exhibited a substantially lower number of genes detected per cell (fewer than 1,000 for most cells) compared to cluster 1 (7,000 — 11,000 for most cells) (Fig. 2B), indicating decreased gene activity and lower cellular complexity in DOX induced cluster 2. To characterize both clusters, we examined markers of cell-cycle arrest and proliferation. We found that cells within cluster 2 exhibited higher expression of cell cycle arrest and senescence markers: *CDKN1A*, encoding the cell cycle inhibitor p21 [23], and *GDF15*, encoding growth differentiation factor 15 [23]. 

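CDKN1A (ENSG00000124762, hg19 chromosome 6, 36644237 to 36655114) and GDF15 (ENSG00000130513, hg19 chromosome 19, 18485541 to 18499986) made up a larger part of the RNA in cluster 2 than in cluster 1 of the DOX libraries. CDKN1A encodes the cell cycle inhibitor p21 and GDF15 a secreted stress factor, and both are switched on by p53. CDKN1A had 306 and 291 counts per 1e6 UMIs (CPM) in cluster 2 against 165 and 124 CPM in cluster 1, and GDF15 468 and 437 CPM against 257 and 176.5 CPM. With edgeR's TMM scaling, which raises every log2 fold change of cluster 2 against cluster 1 by a mean of 0.847 over the ratio of these CPM, CDKN1A was higher in cluster 2 by 1.91 (SE 0.08, adjusted p = 1.5e-10, edgeR's quasi-likelihood test with the library as block, n = 2 libraries) and GDF15 by 1.92 (SE 0.09, adjusted p = 3.0e-10). Because of the depth gap, fewer barcodes of cluster 2 showed any CDKN1A molecule: 45.3% (95% exact binomial interval 43.9 to 46.7%) and 38.0% (36.6 to 39.5%), against 88.9% (85.1 to 92.0%) and 86.8% (82.2 to 90.6%) in cluster 1. With each barcode thinned at random to 500 UMIs the order turned: CDKN1A was found in 17.0% (16.0 to 18.1%) and 16.0% (14.9 to 17.1%) of cluster 2 barcodes and in 6.57% (4.21 to 9.70%) and 5.13% (2.83 to 8.46%) of cluster 1 barcodes. For GDF15 the thinned shares were 24.9% and 23.55% in cluster 2 against 10.9% and 6.59% in cluster 1. Clusters 1 and 2 were formed from these same counts. Every p-value between clusters, here and further on, therefore describes their separation and does not test it.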

Most cells within cluster 2 also lacked expression of *LMNB1*, encoding lamin B1. 

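LMNB1 (ENSG00000113368, hg19 chromosome 5, 126112315 to 126172712), which encodes the nuclear envelope protein lamin B1, was seen in few barcodes of cluster 2. In the DOX libraries 4.15% (95% exact binomial interval 3.61 to 4.73%) and 3.14% (2.65 to 3.69%) of cluster 2 barcodes held a molecule of LMNB1, against 73.7% (68.8 to 78.3%) and 77.3% (71.9 to 82.1%) in cluster 1. After thinning to 500 UMIs the shares were 1.03% (0.771 to 1.35%) and 1.08% (0.802 to 1.43%) in cluster 2 and 2.57% (1.18 to 4.83%) and 4.76% (2.56 to 8.01%) in cluster 1. As a part of all UMIs, LMNB1 had 30.9 and 26.2 CPM in cluster 2 against 68.1 and 80.7 CPM in cluster 1, and with TMM scaling, which raises cluster 2, its log2 fold change was −0.51 (SE 0.11, adjusted p = 7.2e-04, edgeR's quasi-likelihood test, n = 2 libraries). A share of LMNB1-negative barcodes at this depth therefore mixes a lower relative level with molecules that were not captured. No cell type without lamin B1 exists in a culture of one cell line, so no background share can be set.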

As loss of lamin B1 is a biomarker of senescence [24], this suggests that cluster 2, enriched in the DOX sample, contains senescent and possibly other aberrant cells (Figs. 2C and S3). On the other hand, cluster 1 contained cells enriched for expression of genes involved in proliferation: *MKI67*, encoding the classical marker of proliferating cells Ki-67, and *PCNA*, encoding the cofactor of DNA polymerase delta, playing a role in genome replication and repair [25]. Moreover, these cells expressed the *CDC20* gene, encoding cell division cycle protein 20 homolog, which can function as an oncoprotein, and *BIRC5*, which inhibits apoptosis; both promote cancer progression, and are poor prognostic markers in cancer patients [26,27]. 

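With TMM scaling, most targets of p53 and secreted factors of senescence were higher in cluster 2 than in cluster 1 of the DOX libraries. Of 31 p53 targets 22 were higher and 6 lower (median TMM-scaled log2 fold change 1.16, or 0.317 as parts of all UMIs; camera adjusted p = 9.2e-04, 0.37 with an estimated correlation), and of 18 SASP genes, which encode secreted growth factors, proteases and cytokines, 13 were higher and 1 lower (median 1.19, or 0.340 as parts of all UMIs; camera adjusted p = 0.0055, 0.42 with an estimated correlation). The make-up of the RNA differed more widely, with 84 of 86 ribosomal protein genes higher (TMM-scaled median 1.61) and 3 of 3 nuclear RNAs lower (−2.43). The p53 targets also rose with DOX inside cluster 1. Against untreated cells of cluster 1, 23 of 31 p53 targets rose and 2 fell (median 0.60, camera adjusted p = 5.6e-05, adjusted p = 0.41 with an estimated correlation), and those with the smallest adjusted p were CDKN1A, TP53INP1 (3.05), which promotes autophagy and death, and BTG2 (1.73), which slows division. The size of these rises depends on the processing. Over 18 alternatives the median of the list was 0.186 to 0.865, TP53INP1 was at 0.818 to 3.84 and BTG2 at 0.572 to 1.99. The SASP list did not pass in cluster 1 in the main setting, with 6 of 18 genes up and 2 down (median 0.16, camera adjusted p = 0.14), among them the insulin-like growth factor binding proteins IGFBP3 (4.66) and IGFBP6 (1.11) and the urokinase receptor PLAUR (0.38). From the higher CDKN1A and GDF15 and the scarce LMNB1 the paper proposes that cluster 2 holds senescent cells and possibly other aberrant ones.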

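MKI67 and PCNA parted ways between the clusters of the DOX libraries. MKI67 (ENSG00000148773, hg19 chromosome 10, 129894923 to 129924687), which encodes a protein that coats mitotic chromosomes, was lower in cluster 2 than in cluster 1 by a TMM-scaled log2 fold change of −0.70 (SE 0.09, adjusted p = 6.1e-06, edgeR's quasi-likelihood test, n = 2 libraries). PCNA (ENSG00000132646, hg19 chromosome 20, 5095599 to 5107272), which encodes the ring that holds DNA polymerase on its template, was higher in cluster 2 by 1.52 on the same scale (SE 0.06, adjusted p = 1.1e-10), and as a part of all UMIs it had 223 and 232 CPM against 138 and 147 CPM, a smaller gap. MKI67 was found in 7.14% (95% exact binomial interval 6.44 to 7.89%) and 6.54% (5.84 to 7.30%) of cluster 2 barcodes and in 75.7% (70.9 to 80.1%) and 78.4% (73.0 to 83.1%) of cluster 1 barcodes. Thinned to 500 UMIs these shares were 1.86% and 2.34% against 7.43% and 7.33%. PCNA was found in 31.0% (29.7 to 32.3%) and 29.3% (28.0 to 30.7%) of cluster 2 barcodes and in 87.4% (83.5 to 90.7%) and 89.0% (84.7 to 92.5%) of cluster 1 barcodes, but thinned to 500 UMIs in 10.85% and 11.7% against 6.57% and 7.33%. PCNA is also a p53 target, so a higher relative level can come with arrest as well as with DNA synthesis.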

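CDC20 and BIRC5 were found in most DOX barcodes of cluster 1. CDC20 (ENSG00000117399, hg19 chromosome 1, 43824652 to 43828874), which activates the anaphase-promoting complex, was found in 74.0% (95% exact binomial interval 69.1 to 78.5%) and 77.3% (71.9 to 82.1%) of them, and BIRC5 (ENSG00000089685, hg19 chromosome 17, 76210267 to 76221717), which encodes the apoptosis inhibitor survivin, in 72.3% (67.3 to 76.9%) and 76.9% (71.5 to 81.8%). In cluster 2 CDC20 was found in 13.7% (12.8 to 14.7%) and 13.85% (12.9 to 14.9%) of barcodes and BIRC5 in 11.7% (10.9 to 12.6%) and 13.35% (12.4 to 14.4%). At equal depth the clusters were close: thinned to 500 UMIs, CDC20 was found in 6.57% and 3.66% of cluster 1 and in 4.03% and 4.99% of cluster 2, and BIRC5 in 4.86% and 5.86% against 3.69% and 4.84%. As a part of all UMIs, CDC20 had 162 and 156.8 CPM in cluster 2 against 126.6 and 105.9 CPM in cluster 1, and BIRC5 125.2 and 127.5 CPM against 124.5 and 136.5 CPM. TMM scaling, which raises cluster 2 against these CPM, gave log2 fold changes of 1.30 for CDC20 (SE 0.07, adjusted p = 1.1e-09, edgeR's quasi-likelihood test, n = 2 libraries) and 0.80 for BIRC5 (SE 0.06, adjusted p = 7.2e-08). With barcodes grouped by genes detected instead of clusters, the CPM of CDC20 were in the other order: 87.1 and 99.3 in DOX barcodes with fewer than 1000 genes and 136.9 and 143 in those with at least 7000 genes.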

Finally, cluster 1 cells expressed higher levels of genes facilitating mitosis, such as *ANAPC1*, encoding a subunit of the anaphase-promoting complex (APC) [28]. 

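ANAPC1 (ENSG00000153107, hg19 chromosome 2, 112369216 to 112642267), which encodes the largest subunit of the complex that lets chromosomes separate, was higher in cluster 1 than in cluster 2 of the DOX libraries. As a part of all UMIs it had 18.6 and 18.45 CPM in cluster 2 against 60.5 and 59.1 CPM in cluster 1, and with TMM scaling, which raises cluster 2, its log2 fold change was −0.84 (SE 0.09, adjusted p = 1.2e-06, edgeR's quasi-likelihood test, n = 2 libraries). ANAPC1 was found in 91.1% (95% exact binomial interval 87.7 to 93.9%) and 89.7% (85.5 to 93.1%) of cluster 1 barcodes and in 3.63% (3.13 to 4.18%) and 2.87% (2.41 to 3.401%) of cluster 2 barcodes, where depth is far lower. After thinning to 500 UMIs it was found in 4.57% and 4.396% against 0.813% and 0.862%.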

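Genes of the cell cycle fell with DOX inside cluster 1, by an amount that depends on the clustering. Against untreated cells, 40 of 41 S phase genes fell (41 with the adjustment over the list alone) and none rose, with a median log2 fold change of −0.91 (camera adjusted p = 9.8e-13, adjusted p = 0.44 with an estimated correlation). All 54 G2/M genes fell, with a median of −0.93 (camera adjusted p = 3.3e-16, 0.32 with an estimated correlation). Many DOX cells high in these genes lie in cluster A, which held 568 and 499 DOX barcodes against 350 and 273 in cluster 1. With clusters 1 and A together, a setting chosen after the values were seen, the medians were −0.436 (S phase) and −0.426 (G2/M), and with clusters made without Harmony correction −0.203 and −0.179, where MKI67 no longer passed (−0.0838, adjusted p = 0.41). With a mitochondrial limit of 20% the falls were larger, with medians of −2.18 and −2.17 and MKI67 at −2.10. The S phase genes with the smallest adjusted p were RRM2 (−1.18), which makes DNA precursors, FEN1 (−1.11), which trims DNA flaps, and MCM2 (−0.99), a part of the replication helicase. Among G2/M genes they were CDC20, AURKA (−1.13) and TACC3 (−1.09), of which the last 2 build the spindle. The 5 proliferation and mitosis markers chosen by the study all fell (median −0.97, camera adjusted p = 0.0036, 0.32 with an estimated correlation): MKI67 by 0.75 (SE 0.09, adjusted p = 1.9e-05, edgeR's quasi-likelihood test, n = 2 against 2), PCNA by 0.97 (SE 0.08), CDC20 by 1.59 (SE 0.09), BIRC5 by 1.12 (SE 0.08) and ANAPC1 by 0.26 (SE 0.07). In CPM, MKI67 went from 318 (SD 14.4) to 189 (SD 22.7) and CDC20 from 311 (SD 24.4) to 103.1 (SD 11.0), so both stayed well expressed. As the study chose these markers, they are not independent evidence.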

Altogether, single-cell data suggest that cluster 1 contains dividing, proliferative cells that survived DOX treatment, in contrast to cells within cluster 2 that shows signature of cell cycle arrest and senescence.

**Fig. 2:**
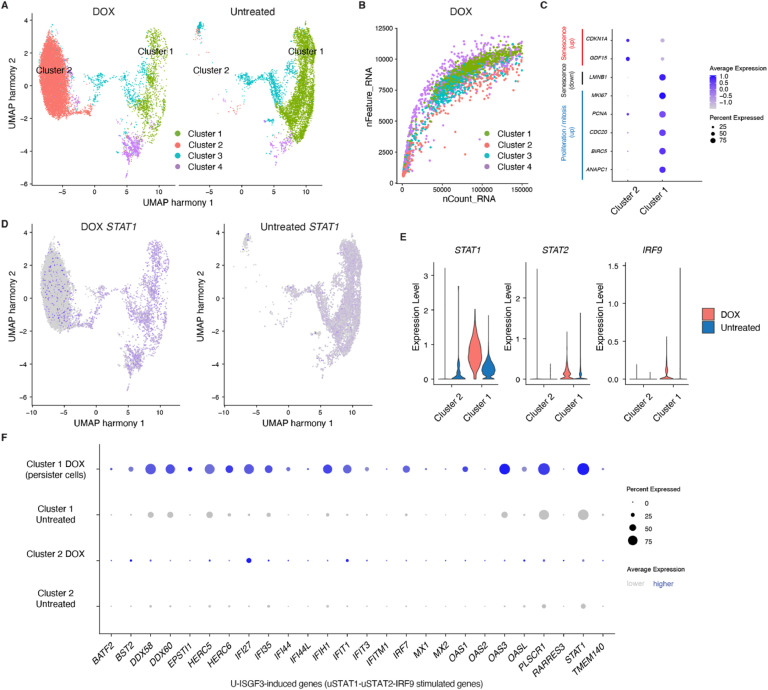
DOX-surviving proliferative cells, but not senescent cells, exhibit upregulated *STAT1* and U-ISGF3-related genes. (A) scRNA-Seq UMAP (Uniform Manifold Approximation and Projection) of DOX-treated (left) and untreated (right) HCT-116 cells. (B) Plot presenting nFeature_RNA (the number of genes detected per cell) vs. nCount_RNA (the number of Unique Molecular Identifiers per cell). (C) Dot plot presenting average expression of marker genes of senescence (in red), *LMNB1*, a gene typically downregulated in senescent cells, and genes involved in proliferation or mitosis (in blue) from combined all samples. (D) *STAT1* expression in DOX-treated (left) and untreated (right) cells. (E) Violin plots presenting expression of *STAT1, STAT2*, and *IRF9* genes in DOX-treated (in red) and untreated cells (in blue). The expression within clusters 2 and 1 is shown. (F) Dot plot presenting average expression of 26 U-ISGF3 (complex formed by unphosphorylated *STAT1*, unphosphorylated *STAT2*, and *IRF9*)-induced genes [16]: U-ISGF3-related genes, detected with scRNA-Seq, within clusters 1 and 2 of untreated and DOX-treated cells.

### JAK/STAT genes are silenced in a cluster enriched with senescent cells

Since our bulk mRNA-Seq revealed upregulation of genes involved in IFN signaling upon DOX treatment and we subsequently resolved the biological characteristics of clusters 1 and 2 at the single cell level, we further investigated which cluster contained cells upregulating IFN signature genes. It has been shown that IFN‐I can enforce cell senescence [29]. Specifically, IFN‐I activates JAK/STAT pathway genes, and the JAK/STAT pathway has been shown to play a role in replicative senescence [30] and senescent cells in aged mice [31,32]. However, it remains unclear whether this pathway is activated in therapy-induced senescence upon DOX treatment. The JAK/STAT pathway consists of four kinases: JAK1, JAK2, JAK3, and TYK2, and seven transcription factors: STAT1, STAT2, STAT3, STAT4, STAT5A, STAT5B, and STAT6 [33]. 

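Molecules of the 11 genes of the JAK/STAT pathway, which carries cytokine signals from receptor kinases to transcription factors, were rare per barcode in cluster 2 after DOX. At least 1 of the 11 genes was seen in 22.7% (95% exact binomial interval 21.6 to 23.9%) and 19.2% of DOX barcodes of cluster 2, against 98.6% (96.7 to 99.5%) and 98.5% in cluster 1. With every barcode thinned to 500 UMIs, which left none out, the shares were 7.58% (6.86 to 8.34%) and 7.5% in cluster 2 and 17.4% (13.6 to 21.8%) and 15.8% in cluster 1. The pathway as a whole had 165 and 150 CPM in cluster 2 and 399.6 and 375 CPM in cluster 1, and 187 and 205 CPM in untreated cells of cluster 1. With TMM scaling, which raises cluster 2, the factor STAT2 was still lower in cluster 2 than in cluster 1 by a log2 fold change of 0.71 (SE 0.14, adjusted p = 4.8e-04, edgeR's quasi-likelihood test, n = 2 libraries) and its DNA-binding partner IRF9 by 3.10 (SE 0.37, adjusted p = 4.6e-06). On this scale 7 of the 10 tested genes of the pathway were lower in cluster 2 and none higher.

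**Figure D2:**
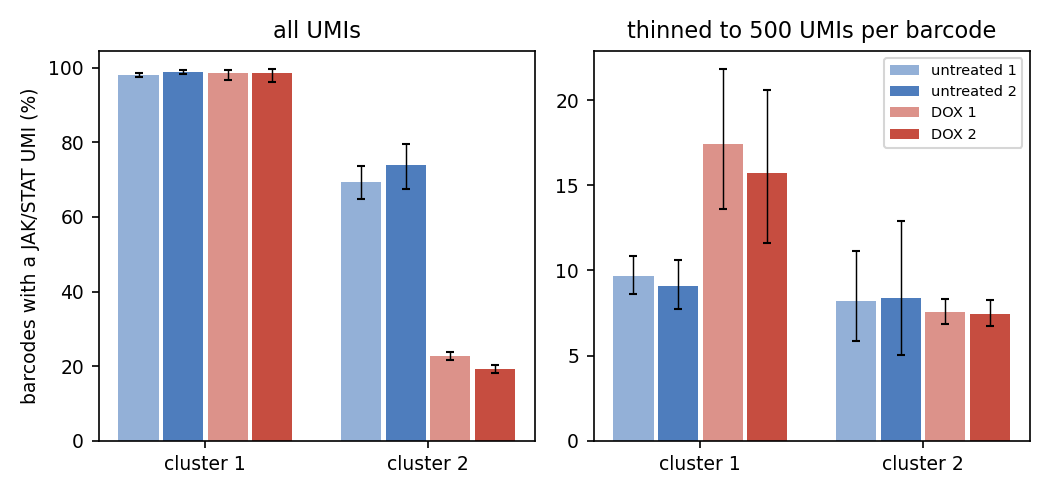
Share of barcodes with a UMI of any of the 11 JAK/STAT genes in clusters 1 and 2 of each library, from all UMIs and after thinning to 500 UMIs, with 95% exact binomial intervals. The thinned DOX shares are 17.4% and 15.8% in cluster 1 and 7.58% and 7.5% in cluster 2.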

In our scRNA-Seq data, JAK/STAT genes were not expressed at detectable levels in the majority of cluster 2 cells (associated with senescence) after DOX treatment (Figs. 2D and S4). However, we note that scRNA-Seq, because of dropouts [19], has lower sensitivity in detecting lowly expressed genes compared to bulk mRNA-Seq.

### DOX-surviving proliferative cells upregulate *STAT1* and genes induced by U-ISGF3

Previously, it has been demonstrated that cell lines of SCLC with high expression of *STAT1, STAT2*, and *IRF9* exhibit increased resistance to DNA damage induced by chemo- and radiotherapy [16]. In canonical IFN signaling, phosphorylated STAT1 and STAT2, along with IRF9, form a transcription factor complex ISGF3, which binds to the promoter of genes involved in the anti-viral response [34]. Although ISGF3 drives the initial response to type I IFNs, the unphosphorylated form of this complex (U‐ISGF3) drives a prolonged response to IFN‐I [16]. Consequently, U‐ISGF3-induced genes contribute to cell resistance to DNA damage [16], as they overlap with the subset of IFN-related DNA damage resistance signature (IRDS) genes [35].

In contrast to cluster 2 cells, cluster 1 DOX persisting proliferative cells expressed the most JAK/STAT genes except for *JAK3* and *STAT4*, as their expression is mainly restricted to immune cell types [33,36] (Figs. 2D-E and S4). 

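In DOX cells of cluster 1 the kinase JAK1 (ENSG00000162434, hg19 chromosome 1, 65298906 to 65533437) and the transcription factor STAT3 (ENSG00000168610, hg19 chromosome 17, 40465342 to 40540558) were among the most widely found genes of the pathway. JAK1 was seen in 93.4% and 93.0% of barcodes, STAT3 in 89.7% and 90.1%, STAT6 in 70.0% and 64.1%, STAT5B in 64.6% and 71.8%, JAK2 in 66.6% and 60.8%, and TYK2 in 59.1% and 67.8%. JAK3 (ENSG00000105639, hg19 chromosome 19, 17935589 to 17958880), a kinase of cytokine receptors of lymphocytes, was found in 24.9% (95% exact binomial interval 20.4 to 29.7%) and 23.4% (18.6 to 28.9%) of these barcodes, against 12.4% and 13.5% in untreated cells. It rose by a log2 fold change of 0.86 (SE 0.15, adjusted p = 3.8e-04, edgeR's quasi-likelihood test, n = 2 against 2), to 3.90 CPM. STAT4 (ENSG00000138378, hg19 chromosome 2, 191894302 to 192016322), which acts downstream of interleukin 12, was found in 19.1% (15.2 to 23.7%) and 13.9% (10.0 to 18.6%), and rose by 1.43 (SE 0.23, adjusted p = 2.2e-04) to 3.28 CPM (SD 1.34). STAT5A (ENSG00000126561, hg19 chromosome 17, 40439565 to 40463961) was found in 0.286% (0.00723 to 1.58%) and 0.733% (0.0888 to 2.62%) of these barcodes, too few to test.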

*STAT1* was among the predominantly upregulated genes in this pathway upon DOX treatment. Additionally, we observed upregulation of *STAT2* and *IRF9* with DOX in persisting proliferative cells whereas most JAK kinases or other STATs remained stable or showed only subtle changes compared to *STAT1* (Figs. 2E and S4). This suggests an enhanced formation of U-ISGF3 and/or ISGF3 complex in DOX-treated colon cancer cells, similar to SCLC cells [16]. 

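STAT2 (ENSG00000170581, hg19 chromosome 12, 56735381 to 56753987), a factor of the type I interferon response, and its DNA-binding partner IRF9 (ENSG00000213928, hg19 chromosome 14, 24630443 to 24637252) both rose with DOX in cluster 1. The log2 fold change of STAT2 was 1.06 (SE 0.10, adjusted p = 3.7e-06, edgeR's quasi-likelihood test, n = 2 against 2), from 8.23 CPM (SD 0.844) to 17.1 CPM (SD 1.55). IRF9 rose by 2.43 (SE 0.15, adjusted p = 2.4e-07), from 1.06 CPM (SD 0.0583) to 5.73 CPM (SD 0.379), and was found in 31.1% (95% exact binomial interval 26.3 to 36.3%) and 33.3% (27.8 to 39.3%) of DOX cells against 5.23% and 7.67% of untreated cells. STAT4 and JAK3 rose by 1.43 and 0.86, and other kinases and factors of the pathway moved less: STAT6 by 0.65 (SE 0.10), STAT3 by 0.55 (SE 0.08), STAT5B by 0.42 (SE 0.09) and JAK2 by 0.40 (SE 0.10), all past an adjusted p of 0.05 in the main setting, while JAK1 (0.03, SE 0.07, adjusted p = 0.72) and TYK2 (−0.19, SE 0.09, adjusted p = 0.090) did not pass it. Without Harmony correction, at resolution 0.3 with cluster 1 joined from clusters with a median of 7000 or more genes, and with classes by genes detected, STAT5B (0.170, 0.177 and 0.091) and JAK2 (0.082, 0.104 and 0.104) lost their calls, and JAK2 also without DOX replicate 1 (0.21). JAK3, at 0.550 to 1.12 over 18 alternatives, lost its call in 1 of them, and TYK2, at −0.288 to −0.0709, changed its call in 3. In the main setting 8 of the 10 tested JAK/STAT genes rose and none fell (median 0.60, camera adjusted p = 0.0097, adjusted p = 0.32 with an estimated correlation). From the rise of genes such as STAT2 and IRF9 the paper proposes that more of the U-ISGF3 or ISGF3 complex forms in DOX-treated cells.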

To confirm, we examined a previously identified set of 29 U‐ISGF3-inducible genes by Cheon et al. [16]. 

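Nearly all genes that unphosphorylated ISGF3 is known to induce rose with DOX in cluster 1. Of the 29 listed genes 28 could be tested, 27 rose and none fell, with a median log2 fold change of 2.76 (camera adjusted p = 3.6e-14, adjusted p = 0.15 with an estimated correlation, fry adjusted p = 0.0011, n = 2 libraries against 2). The sensor of viral RNA DDX58 rose by 2.59 and IFIT1, which binds foreign RNA, by 4.99. IFI44 rose by 6.71, IFITM1 by 5.05, MX2 by 4.84, EPSTI1 by 3.98, RARRES3 by 3.67, IFIT3 by 3.32, OASL by 3.14, OAS2 by 2.94 and IFIH1 by 2.59, most of them genes of the defence against viruses. In the 2 untreated libraries IFITM1 was found in 1 and 1 cells, RARRES3 in 3 and 2 and MX2 in 5 and 5. The sizes and ranks of their rises are therefore uncertain. Smaller rises were those of MX1 (2.47), BATF2 (2.44), IRF7 (2.35), HERC6 (2.08), OAS3 (1.79), DDX60 (1.39), IFI35 (1.27), PLSCR1 (1.23) and HERC5 (1.04), and TMEM140 did not change (0.15, SE 0.20, adjusted p = 0.53, edgeR's quasi-likelihood test). IFI44L had 0 molecules in the untreated cells of this cluster and 47 and 11 in the DOX cells. Its DOX mean of 1.06 CPM (SD 0.847) was at least 51.1-fold higher (floor of 3 counts in each untreated library). This bound holds for the mean and rests mainly on DOX replicate 1. Under their present symbols, BIRC4BP is XAF1 (ENSG00000132530, hg19 chromosome 17, 6658766 to 6678966), which rose by 4.78 (SE 0.53, adjusted p = 1.0e-05) from 0.0207 to 0.578 CPM, and G1P2 is ISG15 (ENSG00000187608, hg19 chromosome 1, 936518 to 949920), a ubiquitin-like protein, which rose by 1.85 (SE 0.09, adjusted p = 2.9e-08) from 139 CPM (SD 11.0) to 502 CPM (SD 32.0). RTP4 had too few molecules to test.

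**Figure D3:**
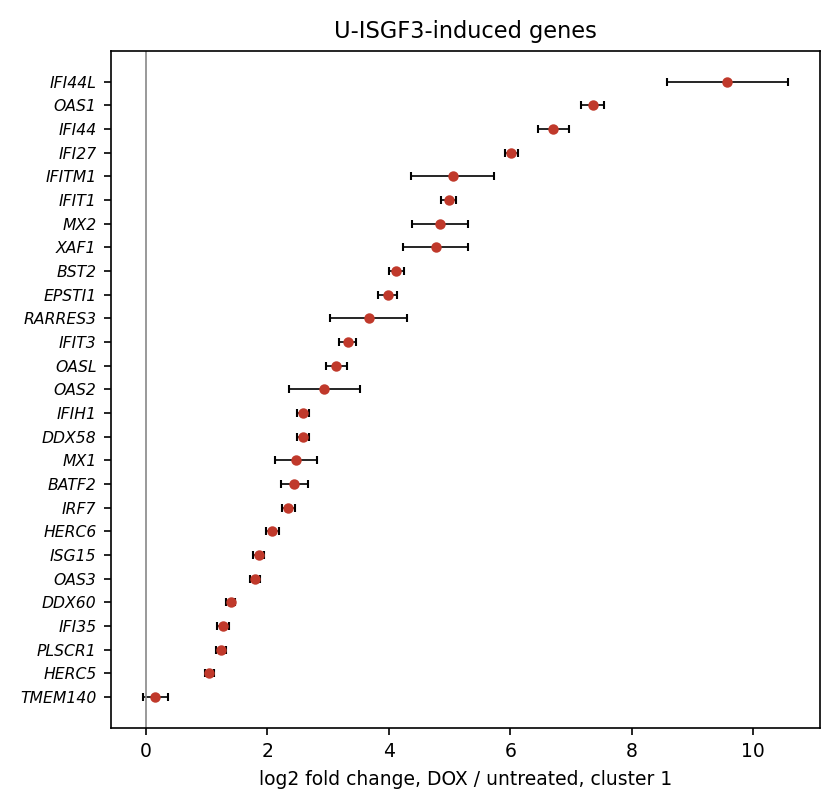
Log2 fold change of U-ISGF3-induced genes in cluster 1, DOX against untreated, with error bars of 1 SE from edgeR. The median of all 28 tested genes, of which 27 are drawn, is 2.76, and the point of IFI44L rests on the prior count since untreated cells held 0 molecules.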

Using scRNA-Seq, we found an upregulation of most U‐ISGF3-inducible genes (n= 26 genes; no expression for 3 genes: *BIRC4BP, G1P2, RTP4*) along with *STAT1* upregulation (Fig. 2F). 

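OAS1 (ENSG00000089127, hg19 chromosome 12, 113343661 to 113371024) senses double-stranded RNA and makes the signal that activates RNase L. With DOX it rose in cluster 1 by a log2 fold change of 7.36 (SE 0.19, adjusted p = 1.2e-10, edgeR's quasi-likelihood test, n = 2 against 2), from 0.0759 CPM (SD 0.0197) to 12.3 CPM (SD 0.171). Its level with DOX stayed well below that of IFI27, and the size of the change comes from its near absence in untreated cells.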

Among the upregulated genes, we identified the *OAS1* gene encoding 2′,5′‐oligoadenylate synthetase 1, which suppresses PARylation, a posttranslational modification that, in response to DNA damage, promotes cell death [37] (Fig. 2F). Additionally, among the upregulated genes, we identified genes that have increased expression in metastatic cancer cells, such as the *BST2* gene [38], or promote cancer cell migration, tumor growth, and angiogenesis like *IFI27* [39,40].

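BST2 (ENSG00000130303, hg19 chromosome 19, 17513748 to 17516439), which tethers budding viruses to the cell surface, rose with DOX in cluster 1 by a log2 fold change of 4.13 (SE 0.13, adjusted p = 7.2e-10, edgeR's quasi-likelihood test, n = 2 against 2), from 0.884 to 15.6 CPM (SD 1.38). IFI27 (ENSG00000165949, hg19 chromosome 14, 94571182 to 94583032), which encodes a small mitochondrial protein, rose by 6.01 (SE 0.11, adjusted p = 3.0e-12), from 1.88 CPM (SD 0.286) to 123 CPM (SD 3.94), the largest rise of any gene with a mean of at least 20 CPM.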

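The interferon response of DOX cells in cluster 1 reached beyond the U-ISGF3 genes. In cluster 1, 5261 genes rose and 5836 fell of 19798 tested (adjusted p < 0.05, edgeR's quasi-likelihood test, n = 2 against 2), and 2275 rose and 338 fell by 2-fold or more. DESeq2 called 3040 rises and 5742 falls, and with clusters made without Harmony correction 4676 genes passed. The excess of 2-fold rises depends on the setting. A mitochondrial limit of 20% gave 3830 rises and 4175 falls of 2-fold or more, and clusters without Harmony correction gave 384 and 43. Among the 10 largest rises of genes with a mean of at least 20 CPM were IFI6 (5.42, from 9.04 to 387 CPM), an antiviral membrane protein, PARP9 (3.06), which strengthens interferon signaling, and SAMD9 (2.85), which halts translation. The others included the p53-induced transcript LINC01021 (4.89), the nuclear RNA NEAT1 (2.40) and the Notch co-activator MAML3 (2.39). Of 35 other type I interferon-stimulated genes 34 rose and none fell (median log2 fold change 1.34, camera adjusted p = 8.7e-13, 0.15 with an estimated correlation). Of 15 genes that load peptides on MHC class I 12 rose and 1 fell (13 and 1 over the list alone, median 0.76, camera adjusted p = 0.0012, 0.28 with an estimated correlation), with the smallest adjusted p for PSMB9 (1.86), ERAP2 (1.54) and HLA-B (0.65). Genes typical of interferon gamma moved less evenly: 7 rose and 2 fell of 10 (median 0.64, camera adjusted p = 0.079), with IRF1 at 0.59, ICAM1 at 1.08 and WARS at −0.52. Over 18 alternatives the median of this list was −0.049 to 1.02. ICAM1 turned without Harmony correction (−0.016), and IRF1, at 0.192 to 0.752, lost its call in 1 alternative. Interferons, their receptors and their sensors did not move as a group (3 up and 3 down of 11, median −0.10, camera adjusted p = 0.74), with the RNA sensor TLR3 at 2.21, the receptor chain IFNAR1 at −0.36 and the kinase TBK1 at −0.31. IFNAR1, at −0.911 to −0.057 over 18 alternatives, lost its call in 4 of them. The genes that the study lists from its bulk RNA under interferon alpha/beta signaling rose in 24 of 25 cases (25 over the list alone, median 1.79), and 40 of 50 under interferon signaling rose while 1 fell (41 and 1 over the list alone, median 1.05). These lists were chosen by the study for their rise and are not independent evidence.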

Our scRNA-Seq results show that DOX-surviving proliferative cells have upregulated genes that block cell death and promote metastasis, and these genes are related to the U‐ISGF3 complex [16]. All 3 components of the U-ISGF3 complex are also upregulated in DOX-surviving proliferative cells.

### DOX-resistant proliferative cells remodel co-expression patterns of U-ISGF3-related genes

To investigate the consequences of chemoresistance potentially associated with U-ISGF3, we aimed to assess the risk that DOX persisting cells carry for patients’ outcome. To do this, we searched The Human Protein Atlas [20] for poor prognostic markers in colorectal cancer. We identified one gene (*HSH2D*: Hematopoietic SH2 Domain Containing gene) out of the top six prognostic markers for poor outcome that was highly upregulated upon DOX treatment in our data (Fig. 3A). 

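HSH2D (ENSG00000196684, hg19 chromosome 19, 16244838 to 16269386) encodes an adaptor protein of blood cell signaling that binds phosphotyrosines. In cluster 1 it rose with DOX by a log2 fold change of 2.01 (SE 0.08, adjusted p = 6.7e-09, edgeR's quasi-likelihood test, n = 2 against 2), from 10.1 CPM (SD 0.672) to 40.6 CPM (SD 0.804). HSH2D was found in 80.6% (95% exact binomial interval 76.0 to 84.6%) and 83.15% (78.2 to 87.4%) of DOX cells and in 37.4% (35.6 to 39.2%) and 46.2% (43.8 to 48.7%) of untreated cells of cluster 1. With cells thinned to 20000 UMIs, which kept 319 and 249 DOX cells and 2653 and 1544 untreated cells, these shares were 52.0% and 53.8% against 14.2% and 16.0%. Cluster 2 had less HSH2D than cluster 1 within the DOX libraries (TMM-scaled log2 fold change −1.11, SE 0.12, adjusted p = 1.9e-06).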

Public data (Human Protein Atlas proteinatlas.org [20]) showed that high expression of *HSH2D* correlates with a significantly lower 5-year survival rate in colorectal cancer patients (65 % for patients with low expression of *HSH2D* vs. 47 % for high expression; P= 9.5e-6) (Fig. 3B). Although relatively little is known about its function, *HSH2D* has been shown to be induced by type I IFNs [41]. Hence, based on the literature and our scRNA-Seq results (Fig. 3A), we hypothesized that *HSH2D* expression might correlate with U-ISGF3-target genes in DOX-surviving proliferative cells.

**Fig. 3:**
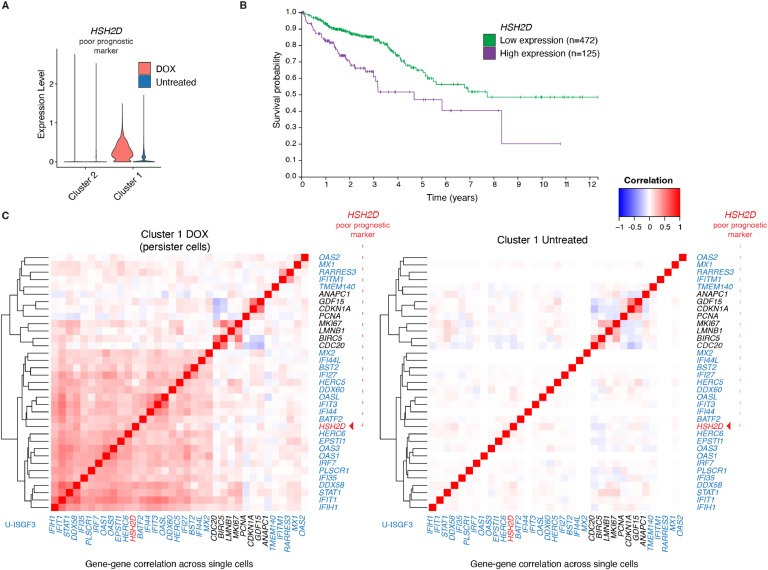
DOX-surviving proliferative cells upregulate the *HSH2D* gene associated with poor survival prognosis. (A) Violin plot showing the upregulation of the *HSH2D* gene in cluster 1 after DOX treatment. (B) Survival probability (in years) for colorectal cancer patients with low and high expression of the *HSH2D* gene - a marker for poor prognosis in colorectal cancer. Credit: modified from Human Protein Atlas proteinatlas.org [20]; available from v23.proteinatlas.org: https://www.proteinatlas.org/ENSG00000196684-HSH2D/pathology/colorectal+cancer (C) Gene-gene co-expression *Pearson* correlation matrices in persister cells (DOX-surviving proliferative cells; cluster 1; left) and untreated cells (cluster 1; right). Hierarchical clustering was performed on the Cluster 1 DOX sample, and the same gene order was applied to the Cluster 1 Untreated sample. *HSH2D* is marked in red. U-ISGF3-related genes are presented in blue (n= 26 genes detected with scRNA-Seq), along with the *LMNB1* gene, typically downregulated in senescent cells, and genes involved in proliferation or mitosis (in black). The red dashed arrows indicate *HSH2D* gene (a poor prognostic marker in colorectal cancer), which clusters together with most U-ISGF3-related genes.

The preceding analyses were focused on single genes in isolation. Therefore, we took advantage of our scRNA-Seq data to investigate gene co-expression patterns among multiple genes. We pre-selected U-ISGF3-related genes detected by our scRNA-Seq, along with markers of senescence, proliferation, and mitosis (listed in Fig. 2C). The correlation of co-expression of these genes was then calculated across single cells in cluster 1, comparing DOX-treated (DOX-surviving proliferative cells) and untreated conditions (Fig. 3C, Tables S3-4). 

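The correlation of 2 genes over cells asks whether a cell with more of one also has more of the other. Pearson's r was computed on log-normalized counts for the 35 genes of the study, over 350 and 273 DOX cells and 2889 and 1603 untreated cells of cluster 1. It was computed inside each library, so a level shift between libraries cannot create a correlation, and intervals come from Fisher's transformation over cells. Of the U-ISGF3 genes 25 were seen in every library, which gives 300 pairs.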

Correlation equal to 1 means that two genes are expressed together across the cells, whereas anticorrelation (-1) means that if one gene is expressed in the cell, a second one is not. In DOX-surviving proliferative cells, we found positively correlated gene pairs, for example, two senescent markers (*GDF15* and *CDKN1A* R= 0.54) and anticorrelated gene pairs, for example, *GDF15* and genes involved in cancer progression: *CDC20* (R= -0.26) and *BIRC5* (R= -0.17). 

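GDF15 and CDKN1A went together over DOX cells of cluster 1, with r = 0.543 (95% interval 0.465 to 0.613) in replicate 1 and 0.541 (0.452 to 0.620) in replicate 2. Both are p53 targets. GDF15 went against the mitotic activator CDC20, with r = −0.360 (−0.448 to −0.265) and −0.302 (−0.406 to −0.190), and against BIRC5, with r = −0.354 and −0.348. In untreated cells GDF15 was also opposed to CDC20 and BIRC5, but less (mean r −0.184 and −0.135). As partial correlations given scores of S phase and G2/M genes, the DOX means of GDF15 were −0.143 with CDC20, −0.101 with BIRC5 and 0.474 with CDKN1A. CDC20 is itself one of the G2/M genes, which can weaken its value here.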

We also observed that *BIRC5* expression positively correlated with the proliferation marker gene MKI67 (R= 0.52), while the correlation between CDC20 and MKI67 was weaker (R= 0.24) (Fig. 3C, Table S3).

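BIRC5 and MKI67, both made mainly in G2 and mitosis, rose and fell together over DOX cells of cluster 1, with r = 0.734 (95% interval 0.681 to 0.779) and 0.733 (0.672 to 0.783) in the 2 replicates. For CDC20 and MKI67 r was 0.564 (0.488 to 0.632) and 0.577 (0.492 to 0.651). In untreated cells of cluster 1 the means were 0.305 and 0.0820 for these pairs. As partial correlations given scores of S phase and G2/M genes, the DOX means were 0.0745 for BIRC5 and MKI67 and −0.0591 for CDC20 and MKI67. CDC20 is itself one of the G2/M genes. If a tested gene counts in the score, its low value follows in part from the score.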

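On average U-ISGF3 genes varied together in DOX cells of cluster 1 and almost independently in untreated cells. The mean r of their pairs was 0.204 (95% interval 0.163 to 0.252, bootstrap over cells) and 0.168 (0.130 to 0.213) in the DOX replicates, against 0.00886 (0.00618 to 0.0137) and 0.00488 (0.00215 to 0.00866) in the untreated ones. An r above 0.2 was reached by 135 and 125 of the 300 pairs with DOX and by none without it. With DOX counts thinned to the untreated mean of each gene, 6.33% and 3% of pairs exceeded 0.2, instead of 45% and 41.7%. With cells thinned to 20000 UMIs the DOX shares were 30.7% and 20.3%. In a tree built from the DOX correlations, all 25 U-ISGF3 genes fell on one branch of 29 genes, which also held the arrest genes CDKN1A and GDF15 and the mitotic gene ANAPC1. CDC20, BIRC5, MKI67, PCNA and LMNB1 lay outside it, and both DOX replicates gave the same branch.

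**Figure D4:**
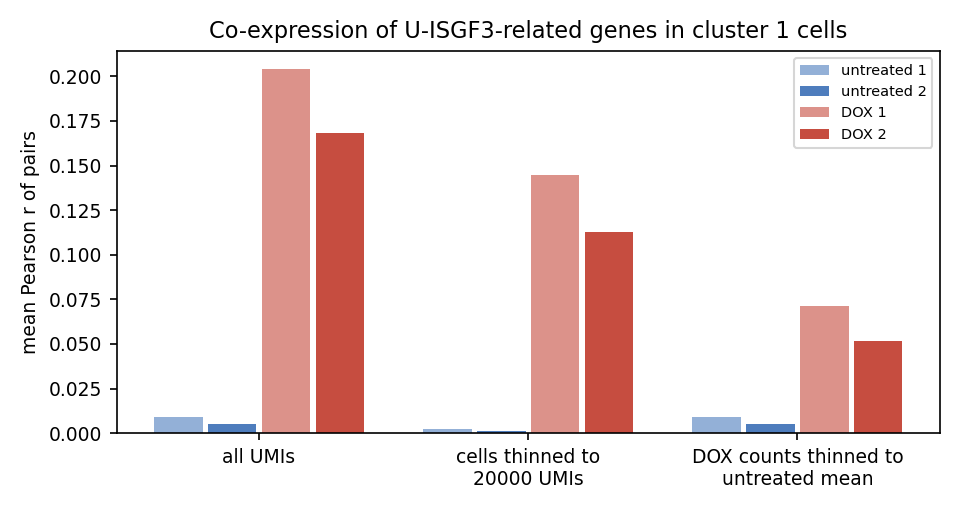
Mean Pearson's r of U-ISGF3 pairs over cluster 1 cells of each library, from all UMIs, with cells thinned to 20000 UMIs, and with DOX counts thinned to the untreated mean. From all UMIs the mean of the 2 libraries is 0.186 (SD 0.0255) with DOX and 0.00687 (SD 0.00281) without.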

Having observed the expected relation between the analyzed genes, we next performed clustering and found that most U-ISGF3-related genes clustered together in the DOX-treated condition. Importantly, we found that in DOX treated cells, *HSH2D* clustered together with U-ISGF3-related genes and its expression correlated with many U-ISGF3 target genes like *DDX58* (R= 0.37) and *IFIT1* (R= 0.31), or *STAT1* (R= 0.26). 

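HSH2D lay on the branch of the U-ISGF3 genes in DOX cells of cluster 1. With DDX58 its r was 0.478 (95% interval 0.392 to 0.555) and 0.374 (0.268 to 0.472), and with IFIT1 0.183 (0.080 to 0.283) and 0.242 (0.127 to 0.351). DDX58 and IFIT1 are both induced by interferon, and HSH2D followed the sensor DDX58 more closely.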

Although we note that the correlations were moderate or weak, we observed a substantial increase in correlation in DOX-surviving proliferative cells compared to untreated cells (Fig. 3C). 

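HSH2D had a mean r with the U-ISGF3 genes of 0.196 (95% interval 0.145 to 0.261) and 0.180 (0.133 to 0.245) in DOX cells, and of 0.0304 and 0.0229 in untreated cells of cluster 1. Its r with DDX58 was 0.120 without DOX, as a mean of 2 libraries. More molecules per gene raise r by lowering counting noise. With DOX counts thinned to the untreated mean of each gene, the mean r of HSH2D with the U-ISGF3 genes fell to 0.0700, and with cells thinned to 20000 UMIs to 0.112, as means of both DOX libraries. The thinning to 20000 UMIs, the second here, kept 319 of 350 and 249 of 273 DOX cells. For U-ISGF3 pairs the mean r was 0.0614 with the first thinning, and with the second 0.129 with DOX against 0.00189 without.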

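HSH2D was weakly opposed to CDC20 and BIRC5 over DOX cells of cluster 1. With CDC20 its r was −0.247 (95% interval −0.343 to −0.146) and −0.172 (−0.285 to −0.0547), and with BIRC5 −0.216 (−0.314 to −0.114) and −0.130 (−0.244 to −0.011). Cells with more HSH2D thus had somewhat less of these genes of mitosis. The same sign was found in untreated cells, with a mean r of −0.107 for both pairs. Since HSH2D goes with the U-ISGF3 genes while CDC20 and BIRC5 do not, the paper proposes that high HSH2D may mark chemoresistance.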

Interestingly, *HSH2D* expression did not correlate with other genes associated with colorectal cancer metastasis and tumorigenesis, namely *CDC20* and *BIRC5* (Fig. 3C, Table S3). In contrast to *HSH2D, CDC20* and *BIRC5* did not cluster together with the majority of U-ISGF3 target genes. For example, we observed almost no correlation between *CDC20* and *STAT1* (R= 0.06), suggesting that high expression of the poor-outcome prognostic marker *HSH2D* could indicate a phenotype of chemoresistance.

In contrast, DOX-untreated cancer cells showed no notable “blocks” of co-expression patterns for the analyzed genes, despite the presence of correlation between single marker genes such as the senescence markers *GDF15* and *CDKN1A* (Fig. 3C, Table S4). 

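GDF15 and CDKN1A were correlated without DOX as well, with r = 0.463 and 0.525 in the 2 untreated libraries, so this pair shares variation in both conditions. For the U-ISGF3 genes no such block was seen, and 166 and 140 of 300 pairs had a positive r. The number that chance alone would give was not computed, and several of these genes were found in few untreated cells (IFITM1 in 1 and 1, MX2 in 5 and 5). In the untreated tree the branch of HSH2D held 28 genes, among them 24 U-ISGF3 genes but also PCNA.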

*HSH2D* expression also did not correlate with *STAT1* or other U-ISGF3-related genes (Fig. 3C) in untreated cells.

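HSH2D and IFIT1 had a mean r of −0.00636 over the 2 untreated libraries of cluster 1. IFIT1 had a mean of only 1.18 CPM there, which leaves little room for a correlation to be seen.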

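The U-ISGF3 genes stayed correlated in DOX cells of cluster 1 by other measures of correlation. With Spearman's rank correlation the mean r of the U-ISGF3 pairs was 0.195, and it was 0.184 as a partial correlation given scores of S phase and G2/M genes, so differences in cell cycle stage do not make the correlation. A positive r was found in 282 and 256 of 300 pairs.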

Altogether, using U-ISGF3-related genes as a reference, we identified possible remodeling of the transcriptome in DOX-surviving proliferating cells, where U-ISGF3-related genes were coordinately expressed more tightly together among themselves as well as with *HSH2D*, the unfavorable prognostic marker for colorectal cancer. Our data also show that the outcome of chemotherapy on cancer cells does not solely depend on which genes are expressed, but rather is more dependent on the gene co-expression patterns among them.

### Genes related to U‐ISGF3 are transcribed with larger burst sizes in DOX-surviving proliferative cells

One key aspect of gene regulation is transcriptional bursting, a phenomenon of discontinuous transcription across all genes [42], which has been demonstrated to be targetable by drugs [43]. Bursting can be modulated by either change to the bursting frequency, the burst size (number of mRNAs produced per burst), or both [19,44,45]. It has been speculated that perturbing RNA polymerase II release, which can decrease the bursting frequency, can alter gene networks [19]. Thus, changed co-expression patterns of U-ISGF3-related genes might imply a change in transcriptional bursting in chemo-resistant proliferative cells.

To investigate the potential role of U-ISGF3 in transcriptional bursting, we employed the StochasticGene software package to infer the genome-wide kinetics of transcription [19]. We utilized our scRNA-Seq data and selected cells from cluster 1 from both untreated and DOX-treated samples. Subsequently, we fit the classic two-state stochastic telegraph model to infer the parameters of transcriptional bursting. This model assumes two gene states: inactive and active, from which mRNA is produced and then decays (Fig. 4A). By fitting the model to mRNA histograms obtained with scRNA-Seq, we can infer the ON and OFF rates, which represent the transition rates between gene states, as well as the eject rate, which is the mRNA creation rate. The ON rate provides insights into the frequency of bursting (bursts per minute), indicating how often genes are turned on, while the OFF and eject rates are used to calculate burst size (eject/OFF), representing the number of mRNA molecules produced per burst (Fig. 4B). Since ON rate and burst size correlate the best with imaging-based single molecule RNA FISH [19], we focused our analysis on these two parameters (Fig. 4B). Additionally, we performed quality control of inferred rates based on ON rate and burst size estimation uncertainty and analyzed only those genes that passed this control.

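Bursting makes the number of mRNA molecules of a gene vary more between cells than chance counting would. Under the bursty limit of the telegraph model the burst size is the variance over the mean minus 1, and the burst frequency per mRNA lifetime is the mean over the burst size. Both were estimated from raw counts of cluster 1 cells inside each library, since the StochasticGene package and its half-lives were not used here. Genes were kept with a mean of at least 0.01 per cell and a spread of at most 0.75 (median absolute deviation over median of 100 bootstraps) in every library, which left 19 U-ISGF3 genes and 13496 other genes. The groups were compared by permuting gene labels 100000 times, and genes that respond to one regulator are not independent, so the p-value describes the separation of the lists.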

**Fig. 4:**
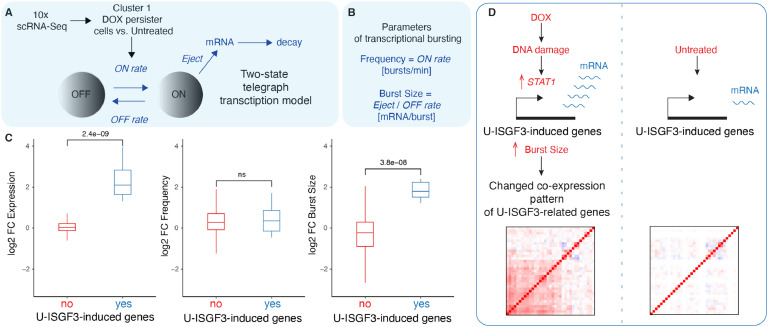
DOX-surviving proliferative cells upregulate U-ISGF3-related genes through increase of transcriptional burst size. (A) Analysis scheme: scRNA-Seq was performed on untreated and DOX-treated HCT-116 cells. scRNA-Seq histograms of mRNA per cell were obtained from cells within cluster 1, and the two-state telegraph transcription model was fitted to histograms for each gene. The model scheme is depicted in a blue box, comprising transitions between an inactive and an active state, from which mRNA is emitted. The model has four parameters: the ON rate (frequency), OFF rate, eject rate (mRNA creation rate), and decay rate reflecting the mRNA disappearance rate [19]. (B) Parameters used to infer bursting kinetics of genes: frequency (ON rate) and burst size, calculated as Eject/OFF rate, corresponding to the mean number of mRNA produced while in the active state. (C) Box plots presenting the log2 fold changes (DOX/Untreated) of expression, frequency and burst size in cells from cluster 1; in blue: U-ISGF3-induced genes [16], in red: all other genes. P-values are shown from the Wilcoxon test, n (yes)= 12 genes that passed quality control (QC) filtering based on ON rate and burst size estimation uncertainty: *DDX58, DDX60, EPSTI1, HERC5, HERC6, IFI27, IFI35, IFIH1, IRF7, OASL, PLSCR1, STAT1*, and n (no; all other genes)= 6363 genes that passed QC filtering. (D) A model of DOX resistance: Doxorubicin induces DNA damage and upregulates genes involved in DNA damage resistance, such as *STAT1* and U-ISGF3-induced genes [16], through an increase in their burst size. As a result, DOX-surviving proliferative cells rearrange the co-expression pattern of U-ISGF3-related genes.

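U-ISGF3 genes gained burst size with DOX in cluster 1 far more than other genes did. Their median log2 fold change of burst size was 3.06 against 0.87 for other genes (difference 2.19, p = 1e-05, the smallest value that the permutations can give), and all 19 genes rose. A maximum likelihood Poisson-beta fit, with 500 other genes, gave 2.98 against 0.775 and 17 of 19 genes up. The largest gains were those of IFI27 (7.32, from 0.194, SD 0.056, to 30.5 molecules, SD 1.71), IFIT1 (5.87), IFIT3 (5.402) and DDX58 (4.32), the last with 26.4 and 7.01 molecules in the DOX replicates and thus uncertain in rank. DDX60 (1.83) and HERC6 (1.81) gained least. Per library the median burst size of U-ISGF3 genes was 0.352 and 0.351 without DOX and 3.29 and 3.35 with it, and that of other genes went from 0.717 and 0.710 to 1.38 and 1.35. The gain of other genes depends on the clustering. Without Harmony correction, a setting chosen after the values were seen, 45.8% of them rose (median log2 fold change −0.05), while the median of U-ISGF3 genes was 2.53. Other genes matched on the change of their mean, 20 for each U-ISGF3 gene, had a median of 2.09, which leaves a difference of 0.97 (p = 0.00202, permutation test). With variation that the U-ISGF3 genes share between cells taken off these genes alone, the difference was −0.104. That test was chosen after the values were seen and does not decide, since the matched genes were not corrected.

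**Figure D5:**
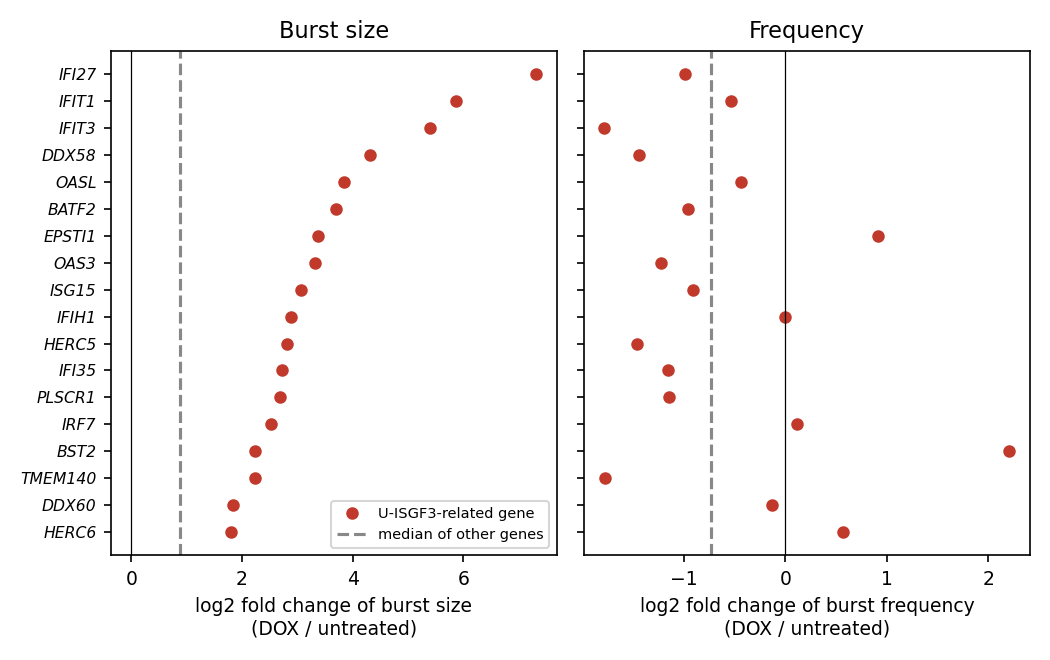
Log2 fold change of burst size and of burst frequency of 18 of the 19 U-ISGF3 genes in cluster 1, DOX against untreated, with a dashed line at the median of other genes. The medians of burst size are 3.06 and 0.87.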

Our analysis revealed that U‐ISGF3-related genes [16] upregulated in DOX-surviving proliferative cells that passed quality control exhibit significantly larger burst sizes compared to other genes (P= 3.8e-08) (Fig. 4C, Table S5). While the bursting frequency between these two groups did not show significant differences, we observed a slight increase in the frequency of bursting genome-wide for both U‐ISGF3-related and all other genes across the transcriptome (Figs. 4C, Table S5). 

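Burst frequency fell for most genes by this estimate in the main clusters, U-ISGF3 genes among them. The median log2 fold change was −0.96 for U-ISGF3 genes and −0.73 for other genes (difference −0.23, p = 0.573 by permutation of gene labels), and 5 of 19 and 10.4% of other genes rose. The difference was 0.477 with cells thinned to 20000 UMIs, 0.096 by maximum likelihood and 0.409 by a Poisson-beta fit, so its sign is not settled. The direction for other genes depends on the clustering: without Harmony correction, a setting chosen after the values were seen, 63.7% of them rose (median 0.11). BST2 (2.21), EPSTI1 (0.91), HERC6 (0.57) and IRF7 (0.12) rose in frequency, while IFIT3 and TMEM140 (both −1.78), HERC5 (−1.47) and DDX58 (−1.44) fell. Per library the median frequency of U-ISGF3 genes went from 1.01 and 1.00 to 0.730 and 0.938 bursts per mRNA lifetime. From the larger burst sizes at a similar frequency the paper concludes that DOX-surviving cells raise these genes through burst size.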

Based on our microscopic, flow cytometry, and scRNA-Seq analyses, we infer that the majority of proliferating cluster 1 cells are diploid. To ensure that the potential presence of polyploid cells within cluster 1 does not impact our results regarding U‐ISGF3-related genes exhibiting larger burst sizes, we conducted additional controls. Assuming that DOX-treated cluster 1 cells have 4, 8, and 16 copies of each chromosome, we refit our model (Fig. S5A). Consequently, we observed significantly larger burst sizes of U‐ISGF3-related genes (Fig. S5B-D). As expected, altering the assumption of the number of alleles primarily affected the overall frequencies of bursting for all genes. However, we observed no significant difference between U-ISGF3-related genes and other genes in this regard (Fig. S5B-D).

Based on the collected evidence and published data, we propose a model of DOX-resistance in which drug treatment induces DNA damage and upregulates *STAT1* and other genes involved in anti-viral and DNA damage response pathways. U‐ISGF3-related genes [16] in DOX-surviving proliferative cells are expressed with larger burst sizes, thereby increasing their mean expression and altering their co-expression pattern. Among these genes, in agreement with previous studies [16], we have identified ones that can inhibit cell death and promote tumor progression and metastasis (Fig. 4D).

In summary, our analyses collectively provide mechanical insights into the potential role of U‐ISGF3 in remodeling transcription that could not be inferred by analyzing the transcriptome at bulk mRNA levels. Our single-cell approach allowed understanding of not only the global gene expression landscape but also the dynamics of transcript production and how the U-ISGF3 signature represents the phenotype of DOX-surviving proliferative cells.

## Discussion

The recent development of single-cell methods and analytical modeling that can be applied to the entire genome has allowed us to examine the broad impact of DOX rather than looking at selected genes in isolation. In this context, we applied a single-cell transcriptome-wide approach combined with mathematical modeling to uncover how the transcriptome of DOX-resistant cells is altered. Our results suggest the potential involvement of the U-ISGF3 transcription factor complex in modulating transcriptional bursting of its target genes in DOX-surviving proliferative cells, as well as changes to the gene co-expression profile upon DOX treatment.

### Doxorubicin resistance and the role of JAK/STAT pathway

As a model of chemotherapy resistance, we chose DOX treatment at a dose that induces a heterogeneous response in colon cancer cells, leading to the emergence of distinct cell populations: senescent cells and DOX-surviving proliferative cells. We found that the latter exhibit upregulation of *STAT1* and other components of the U-ISGF3 complex (*STAT2* and *IRF9*), as well as genes reported to be induced by this complex [16]. This suggests that the U-ISGF3 complex may play an important regulatory role in the survival and proliferation of DOX-resistant cells. This agrees with previous studies in SCLC, where the JAK/STAT pathway has been shown to be involved in DNA damage resistance upon chemo- and radiotherapy through activation of U-ISGF3-inducible genes [16]. Moreover, cell lines expressing higher levels of STAT1, STAT2, and IRF9 have been shown to be more resistant to DNA damage. The same study also revealed that silencing of STAT1 in fibroblasts decreases cell viability after DOX treatment [16]. The U-ISGF3 complex, known for its role in prolonged IFN response and DNA damage resistance, drives the expression of genes that inhibit cell death and promote metastasis [16]. There is also an overlap of the U-ISGF3-inducible genes with genes classified as the IFN-related DNA damage resistance signature (IRDS) [37,46,47], such as *OAS1*, which prevents cell death after DNA damage [37].

Besides *STAT1* and *STAT2*, other components of the JAK/STAT pathway have been studied in the pathogenesis of cancer, including *STAT3* [48]. JAK/STAT genes have also been studied in senescence. For example, the JAK/STAT pathway has been shown to be activated in aged tissues [31,32] and during replicative senescence [49]. JAK/STAT signaling has also been shown to be activated in drug-induced senescence [50]. Our bulk mRNA-Seq showed significant upregulation of this pathway upon DOX treatment and scRNA-Seq located the JAK/STAT signature to the cluster of DOX-surviving proliferative cells. The expression of JAK/STAT genes other than the component of the ISGF3 complex was less affected by DOX treatment. Altogether, our results, in line with previous reports in other cancer cell types, suggest a potential role of the U-ISGF3 transcription factor in supporting resistance to DOX.

### Transcriptional bursting and gene co-expression patterns altered by doxorubicin

Transcriptional bursting has been extensively studied as a key aspect of gene regulation [42], and also in the context of the development of therapy resistance [51]. Two of the most commonly analyzed features of this process are bursting frequency and burst size, which inform how often genes are turned on and, if so, how many mRNA molecules they produce in a single burst. Modulation of these parameters can either decrease or increase transcription. Hence, it is important to understand how this process is regulated. A better understanding can contribute to the development of potential future drugs aimed at reducing the risk of chemoresistance. Although most studies of bursting employ microscopic approaches to study the dynamics of selected genes, recently we and others [19,52,53] have employed scRNA-Seq and mathematical modeling to infer transcriptional dynamics transcriptome-wide. Using this approach, we showed that enhancers and Mediator complex subunit MED26 regulate the frequency of bursting, knockout of the *Myc* oncogene impacts burst size, while other treatments including cohesin loss and BRD4 perturbation can affect both [19]. Here, we applied our tool to investigate the mechanism behind altered transcriptional dynamics of U-ISGF3-related genes in DOX-treated cells. We observed that these genes exhibit larger transcriptional burst sizes, indicating a higher number of mRNA molecules produced per transcriptional burst. This increase in burst size, rather than frequency, contributes to the enhanced expression of chemoresistance-related genes. Moreover, our analysis reveals substantial changes in the gene co-expression patterns in DOX-surviving proliferative cells. We show that DOX-resistant cells, in contrast to untreated cells, exhibit a highly coordinated, enhanced expression of U-ISGF3-related genes. It is important that the co-expression analysis was conducted independently of the bursting analysis. We speculate that there may be a connection between these two phenomena. Our results suggest that bursting frequency [19,54] and larger burst sizes can increase gene-gene co-expression by producing more mRNA simultaneously. Increased burst size could enhance the correlated expression of genes that are co-regulated or functionally related, such as U-ISGF3-related genes. It would also be interesting to know whether transcriptional bursting plays a similar role in cluster 2 of DOX-treated cells which exhibited low gene expression and reduced complexity. However, this investigation presents significant technical challenges due to several factors. Low and heterogenic expression within this cluster resulting in bimodal mRNA per cell histograms for some genes, and uncertainty regarding possible polyploidy and number of alleles all contribute to these difficulties. These factors make model fitting challenging for producing high-confidence output. Instead, further investigation will require microscopic approaches that allow for detection of even lowly expressed genes and accurate identification of polyploid cells.

### Doxorubicin resistance can lead to poor outcomes in patients

To further investigate the gene co-expression profile of DOX-resistant cells, we searched the literature for poor prognostic markers. Among the top six markers of unfavorable prognosis in colorectal cancer (The Human Protein Atlas [20]), we found one highly upregulated gene in the cluster of DOX-surviving proliferative cells: the *HSH2D* gene, whose higher expression correlates with lower survival rates (The Human Protein Atlas [20]). Our gene co-expression analysis revealed that *HSH2D* expression correlates with the expression of many U-ISGF3-related genes in DOX-surviving proliferative cells. In line with our findings, *HSH2D* has been reported as a type I IFN-stimulated gene [41]. Moreover, recent studies have shown that *HSH2D* can be involved in resistance to methotrexate (Methotrexate) [55] and cisplatin [56]. Based on these findings and our data, we speculate that the poor survival prognosis associated with *HSH2D* expression can be a result of successful remodeling of the gene expression landscape, possibly through the action of U-ISGF3 in cells surviving chemotherapy.

### Implications for therapeutic strategies

The upregulation of U-ISGF3-related genes in DOX-surviving proliferative cells suggests that targeting the action of the U-ISGF3 complex could be a potential strategy to overcome resistance. However, it is not known if JAK/STAT inhibition carries any potential risks. For example, although activation of STAT3 and STAT5 is a poor prognostic factor in many cancers, in other types, it can be favorable [57]. Nevertheless, in many studies, including clinical trials, the main targets of the JAK/STAT pathway are JAKs, whose activity is blocked by inhibitors leading to decreased STAT phosphorylation [57].

For instance, a recent clinical trial with the JAK inhibitor ruxolitinib showed a lack of clinical benefit in patients with triple-negative inflammatory breast cancer [58]. On the other hand, ruxolitinib had antitumor effects in a preclinical model of head and neck squamous cell carcinoma [59]. Nevertheless, in addition to JAK inhibitors that target phosphorylated STATs, directly targeting the U-ISGF3 complex may be more beneficial, as our data and others [16,35] suggest the involvement of the unphosphorylated forms of STAT1/STAT2 in resistance. IRDS genes leading to chemoresistance could be attractive potential targets for future therapies, possibly through modulation of their transcriptional bursting dynamics to reduce the expression of resistance-related genes.

In conclusion, our study provides a comprehensive view of the transcriptomic profiles and alterations in gene co-expression patterns in DOX-treated colon cancer cells. By elucidating the signature of the U-ISGF3 complex and its potential impact on transcriptional bursting of known downstream genes, we identify potential targets for designing therapeutic interventions. Our findings emphasize the need for novel strategies that go beyond inhibiting phosphorylated STATs to address the challenges of chemoresistance effectively. Further research into the mechanisms regulating U-ISGF3 activity and its downstream effects could pave the way for innovative treatments aimed at improving the efficacy of chemotherapy in colorectal cancer.

### Limitations of the study

Although DOX leads to formation of polyploid senescent HCT-116 cells, other cell types can become senescent without polyploidy, which means that our results cannot be generalized to all cell and senescence types. This also has other implications. We cannot identify polyploid cells based on scRNA-Seq. Therefore, we classify DOX-surviving proliferative cells and senescent cells based on scRNA-Seq clustering and commonly used markers of proliferation and senescence. For bursting analysis, we assumed that DOX-surviving proliferative cells are diploid, and we cannot entirely rule out the possibility that some of these cells might be polyploid. We accounted for this limitation by fitting the model assuming polyploidy and found that this does not change the interpretation of our data, indicating that regardless of the number of alleles, U-ISGF3-related genes increase expression by modulation of their burst size. Another assumption we made in modeling was that mRNA decay is not affected by DOX. Since the frequency of bursting, but not burst size, correlates with mRNA decay, this assumption should not change the observed result on burst size.

## Methods

### Cell culture

HCT-116 cells, obtained from the American Type Culture Collection (ATCC), were cultured in McCoy's 5A medium supplemented with L-Glutamine (Gibco), 10 % fetal bovine serum (Gemini), 100 U/ml penicillin and 100 *µ*g/ml streptomycin (Gibco) at 37 °C with 5 % CO_2_.

### Doxorubicin treatment

HCT-116 cells were treated with 200 nM doxorubicin (Sigma) for 24 hours. Following the 24-hour treatment, the doxorubicin-containing medium was removed from the cells. To ensure complete removal of any residual doxorubicin, the cells were washed thoroughly 3x with PBS. The cells were then allowed to recover over a period of 6 days in doxorubicin-free conditions, with the medium being replaced with fresh one, three times during this period. After the 6-day recovery period, the cells were subjected to flow cytometry, microscopy, bulk mRNA sequencing, and scRNA-Seq.

### Flow cytometry

To assess a cell cycle HCT-116 cells were fixed with 4 % paraformaldehyde (Electron Microscopy Sciences) and incubated with 10 µg/mL DAPI (Sigma-Aldrich) in the presence of Triton X-100 (Sigma-Aldrich) for 30 minutes on ice.

Staining of β-galactosidase activity was performed using CellEvent™ Senescence Green Flow Cytometry Assay Kit (Invitrogen) according to the protocol. To gate live cells only, we used LIVE/DEAD™ Fixable Dead Cell Stain (Invitrogen). Cells were analyzed with BD FACSCelesta™ Cell Analyzer.

### Microscopy

The samples were mounted in Prolong Gold with DAPI (Invitrogen), allowed to dry overnight and imaged with Nikon Ti2 microscope, using a 63× oil immersion objective with a pixel size= 111.6 nm.

### Bulk mRNA-Seq

HCT-116 cells (0.5 million) were lysed in 100 µl of lysis solution (RNAqueous™-Micro Total RNA Isolation Kit from Invitrogen). RNA was isolated and treated with DNase following the manufacturer's protocol. High RNA quality was confirmed using the Agilent TapeStation system before proceeding to library preparation. mRNA polyA- purification, reverse transcription and library preparation were conducted using NEBNext Poly(A) mRNA Magnetic Isolation Module, and NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). mRNA-Seq was performed in three replicates.

### Bulk mRNA-Seq analysis

Reads were aligned to the human genome (hg19) using gsnap, without detecting splice junctions de novo (–novelsplicing=0) [60]. Existing splice junctions from the RefSeq annotation were taken into account (–use-splicing=/path/to/mm9.splices.iit). The output files were filtered to exclude unaligned reads and alignments with a mapping quality below 20. Reads were then mapped to RefSeq genes using “htseq-count” with the “-m intersection-nonempty” option; basemean, fold-change (FC) and adjusted *p*-values for the differentially expressed gene analysis were calculated using the R package DESeq2 [61]. Genes with >100 basemean, greater than 1.5 FC and <0.001 adjusted p-values were selected as the significantly differentially expressed genes. For pathway enrichment analysis, the ReactomePA R package was utilized [62].

### U-ISGF3-induced genes

A list of U-ISGF3-induced genes was obtained from Cheon et al. [16].

### scRNA-Seq

scRNA-Seq was performed using 10x Genomics system. Libraries were prepared following the manufacturer's protocol for Chromium Single Cell 3′ Reagent Kits (10x Genomics). scRNA-Seq was performed in two replicates.

### scRNA-Seq analysis

We utilized CellRanger (10x Genomics) pipeline (v7.2.0) and bcl2fastq (Illumina) (v2.20) for generating and aligning fastq files to the human genome (hg19), and Seurat R package (https://satijalab.org/seurat/) for further analysis [63]. For DOX-treated samples, we used –force-cells 8000 options for CellRanger count function to include cells which responded to the drug and have smaller number of expressed genes than untreated cells. We applied filtering to remove low-quality and dying cells. To do that, we only analyzed cells with nFeature_RNA < 12000, nCount_RNA < 150000 and percent.mt (the percentage of reads that map to the mitochondrial genome) < 8 %. In the next step, we removed genes that were expressed in <10 cells. Clustering was performed using the Harmony function: samples were integrated, aligned, and clustered using the Harmony method, selecting the first 30 principal components from the PCA linear dimensional reduction of the scaled data. We applied a resolution cutoff of 0.1 for clustering, which resulted in well-segregated clusters 1 and 2.

### Model used to infer bursting kinetics

To fit the two-state telegraph model, we used a Julia software package StochasticGene.jl (v0.7.8.) (https://github.com/nih-niddk-mbs/StochasticGene.jl). The posterior distributions for the rate parameters were estimated using a Bayesian Metropolis-Hastings MCMC algorithm. To obtain rates in a timescale (minutes), we used genome-wide measured mRNA half-lives in HCT-116 cells [19]. To determine the number of alleles in HCT-116 cells we used Hi-C data [19]. To remove low quality rates estimates we performed quality control filtering; (k*_on_* MAD / k*_on_* Median) < 0.75), (Burst Size MAD / Burst Size Median) < 0.75 and Expression > 0.01. Bursting analysis was performed in untreated and DOX-treated cells from cluster 1. All the rates can be found in Table S5.

### Gene co-expression analysis

To compute *Pearson* correlation coefficients between genes pairs across single cells we utilized scRNA-Seq normalized counts matrix, with genes as rows and single cells as columns. The log-normalized data was converted to a matrix format using data.matrix() function. Subsequently, the matrix was transposed using the t() function to prepare for correlation analysis. Finally, *Pearson* correlation coefficients between all gene pairs were calculated using the cor() function, resulting in a gene-gene correlation matrix (Tables S3-4). To organize genes based on their correlation patterns, we performed hierarchical clustering. Next, we generated a heatmap to visualize the gene-gene correlation matrix using the heatmap() function. The heatmap incorporated the hierarchical clustering dendrograms based on DOX sample. Gene co-expression analysis was performed in untreated and DOX-treated cells from cluster 1.

### Statistical analysis

Statistical analysis was done using Wilcoxon test in R, and details are provided in the Fig. legends.

## Author contributions

PT conceived the project, performed experiments and analyses. SKJ performed the computations and analyzed the data. CCC developed the model and wrote the code for StochasticGene. JOS and CCC supervised the project. PT wrote the first draft of the paper. YK, JOS and CCC edited the paper. All authors reviewed the manuscript.

## Data and code availability

Data underlying this study were deposited to NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under number: GSE275330. Julia package StochasticGene can be installed directly from Julia and is also available at: https://github.com/nih-niddk-mbs/StochasticGene.jl.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Doxorubicin resistance involves modulation of interferon signaling, transcriptional bursting, and gene co-expression patterns of U-ISGF3-related genes
**Source:** Neoplasia. 2024 Oct 13;58:101071. doi: 10.1016/j.neo.2024.101071
**Supplement:** Supplementary file 1

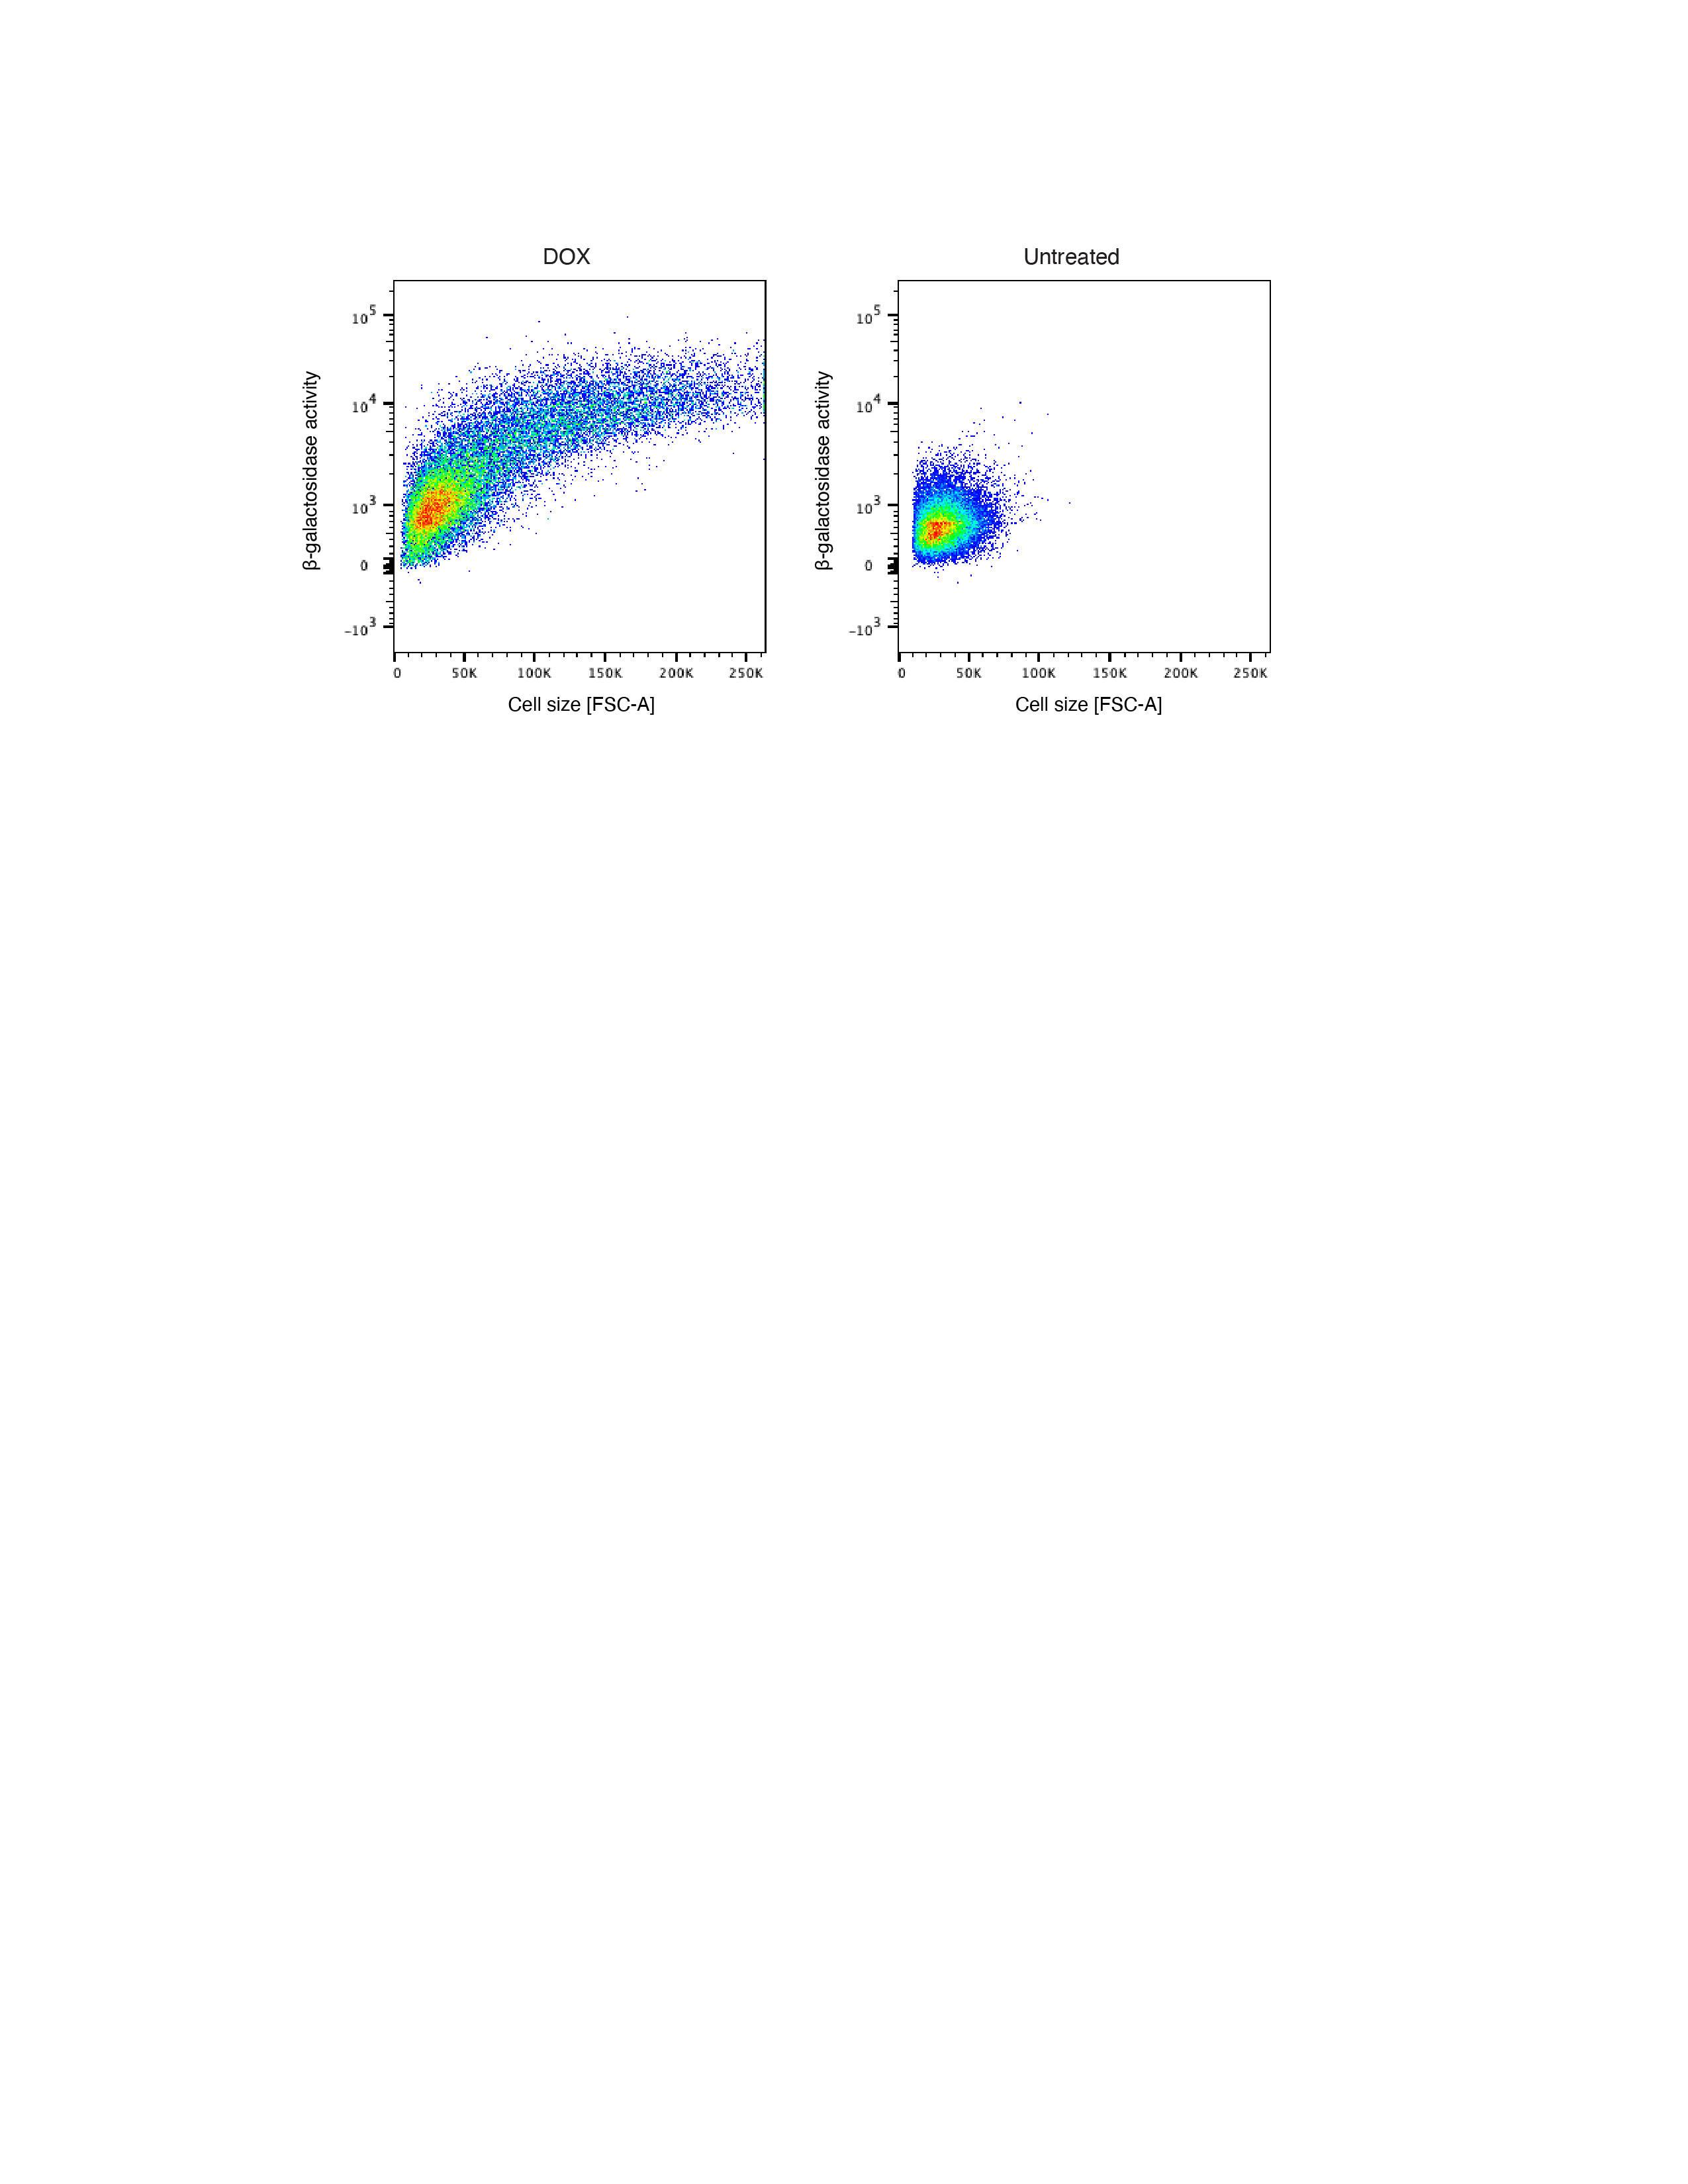

­**Figure S1. The response to doxorubicin treatment varies among cells.**

Flow cytometry panels of DOX (left) and untreated (right) cells presenting staining for the senescence marker: β-galactosidase activity vs. cell size based on forward scatter area (FSC-A).

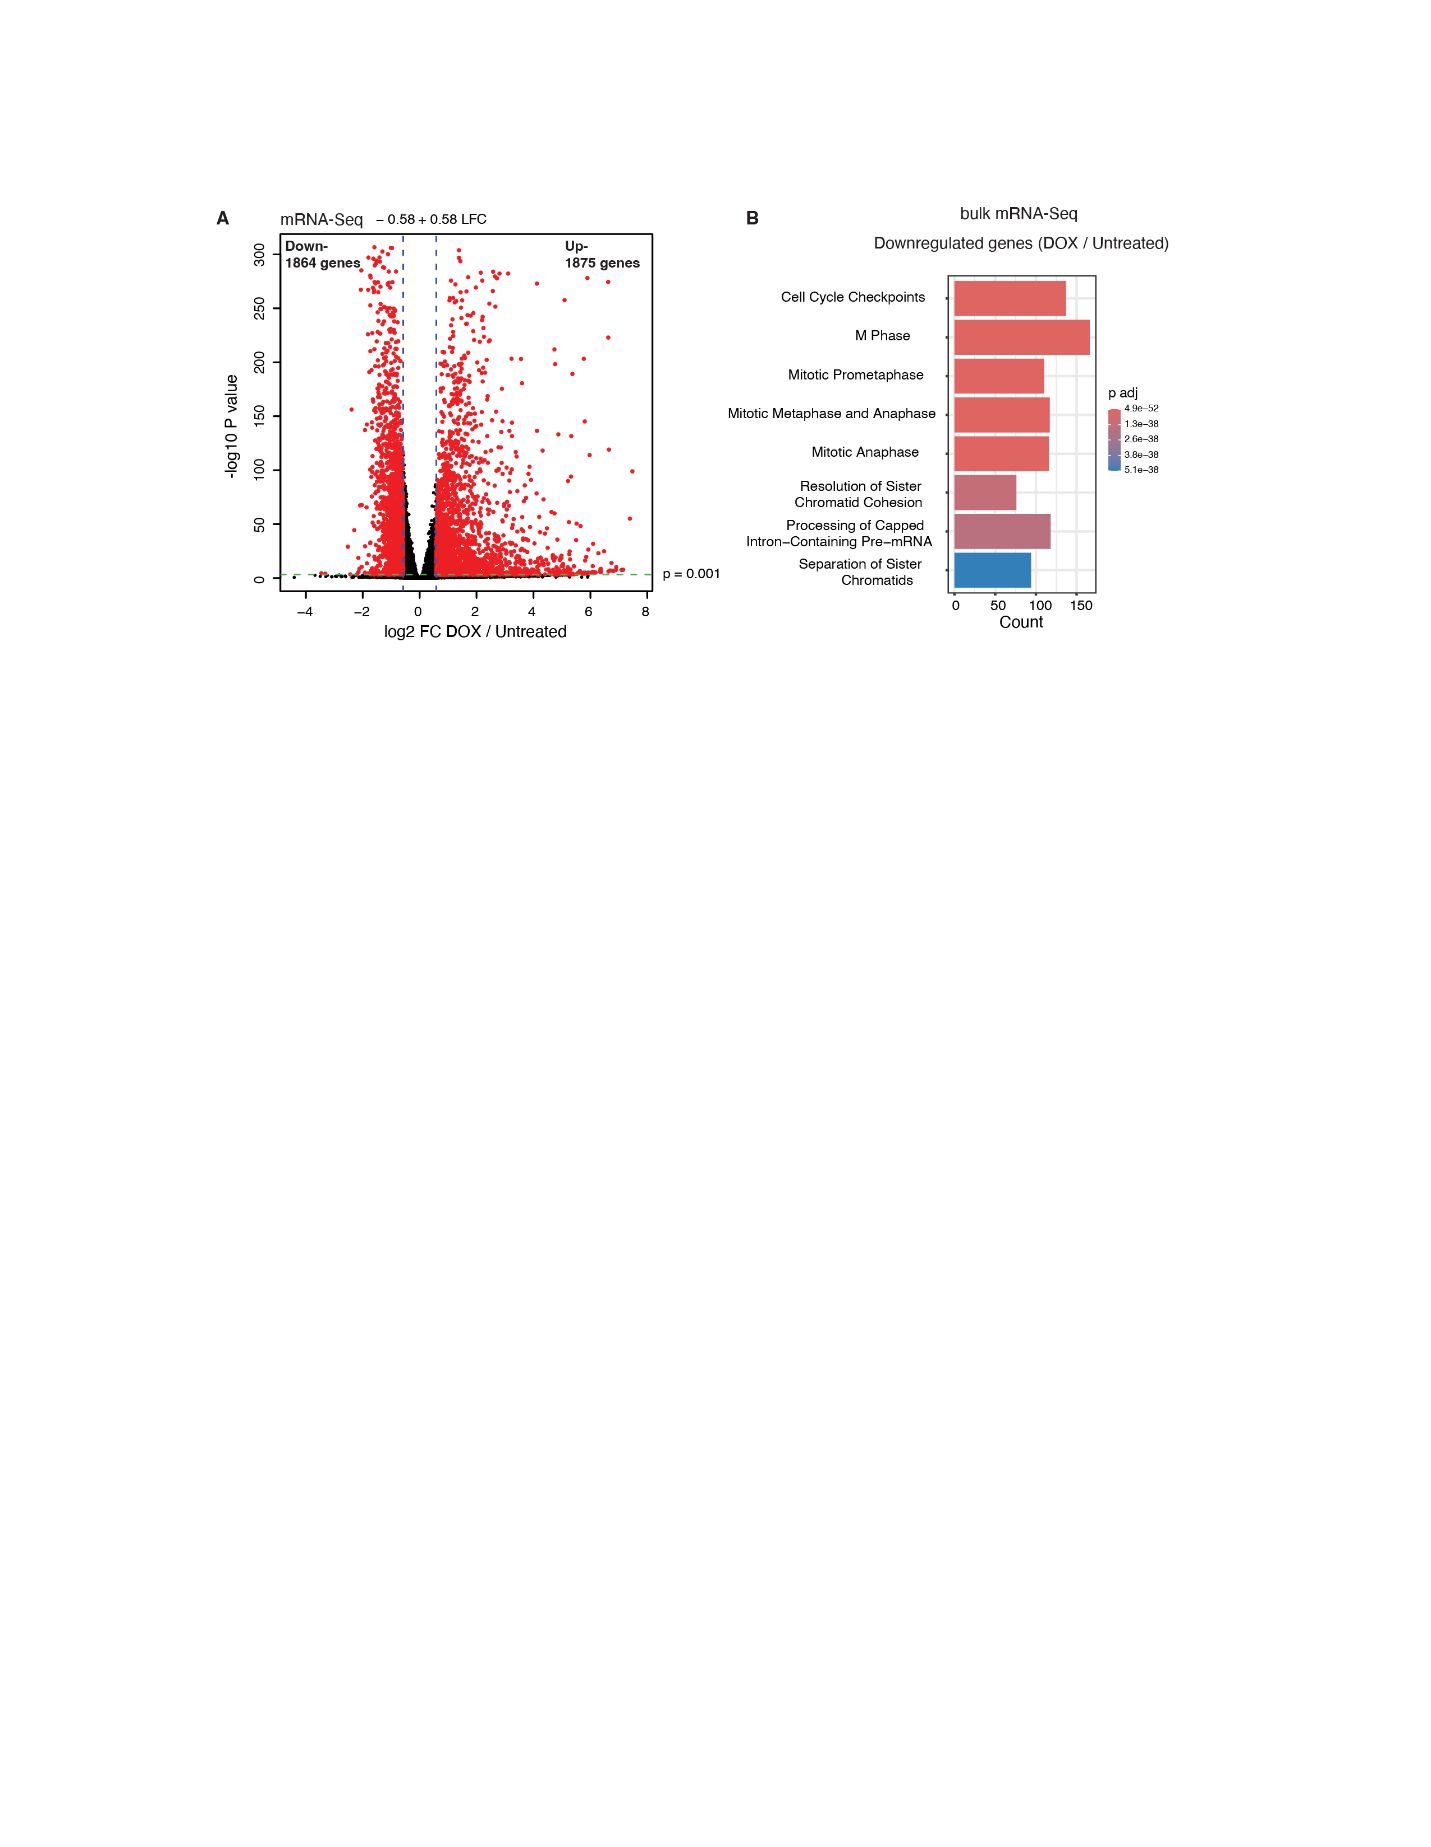

**Figure S2. Doxorubicin treatment affects hundreds of genes.**

(A) Volcano plot presenting down- (n = 1864) and upregulated (n = 1875) genes upon DOX treatment based on bulk mRNA-Seq with a log2 fold change threshold = +/- 0.58. Significantly affected genes are marked in red.

(B) Function of downregulated genes upon DOX treatment as revealed by bulk mRNA-Seq.

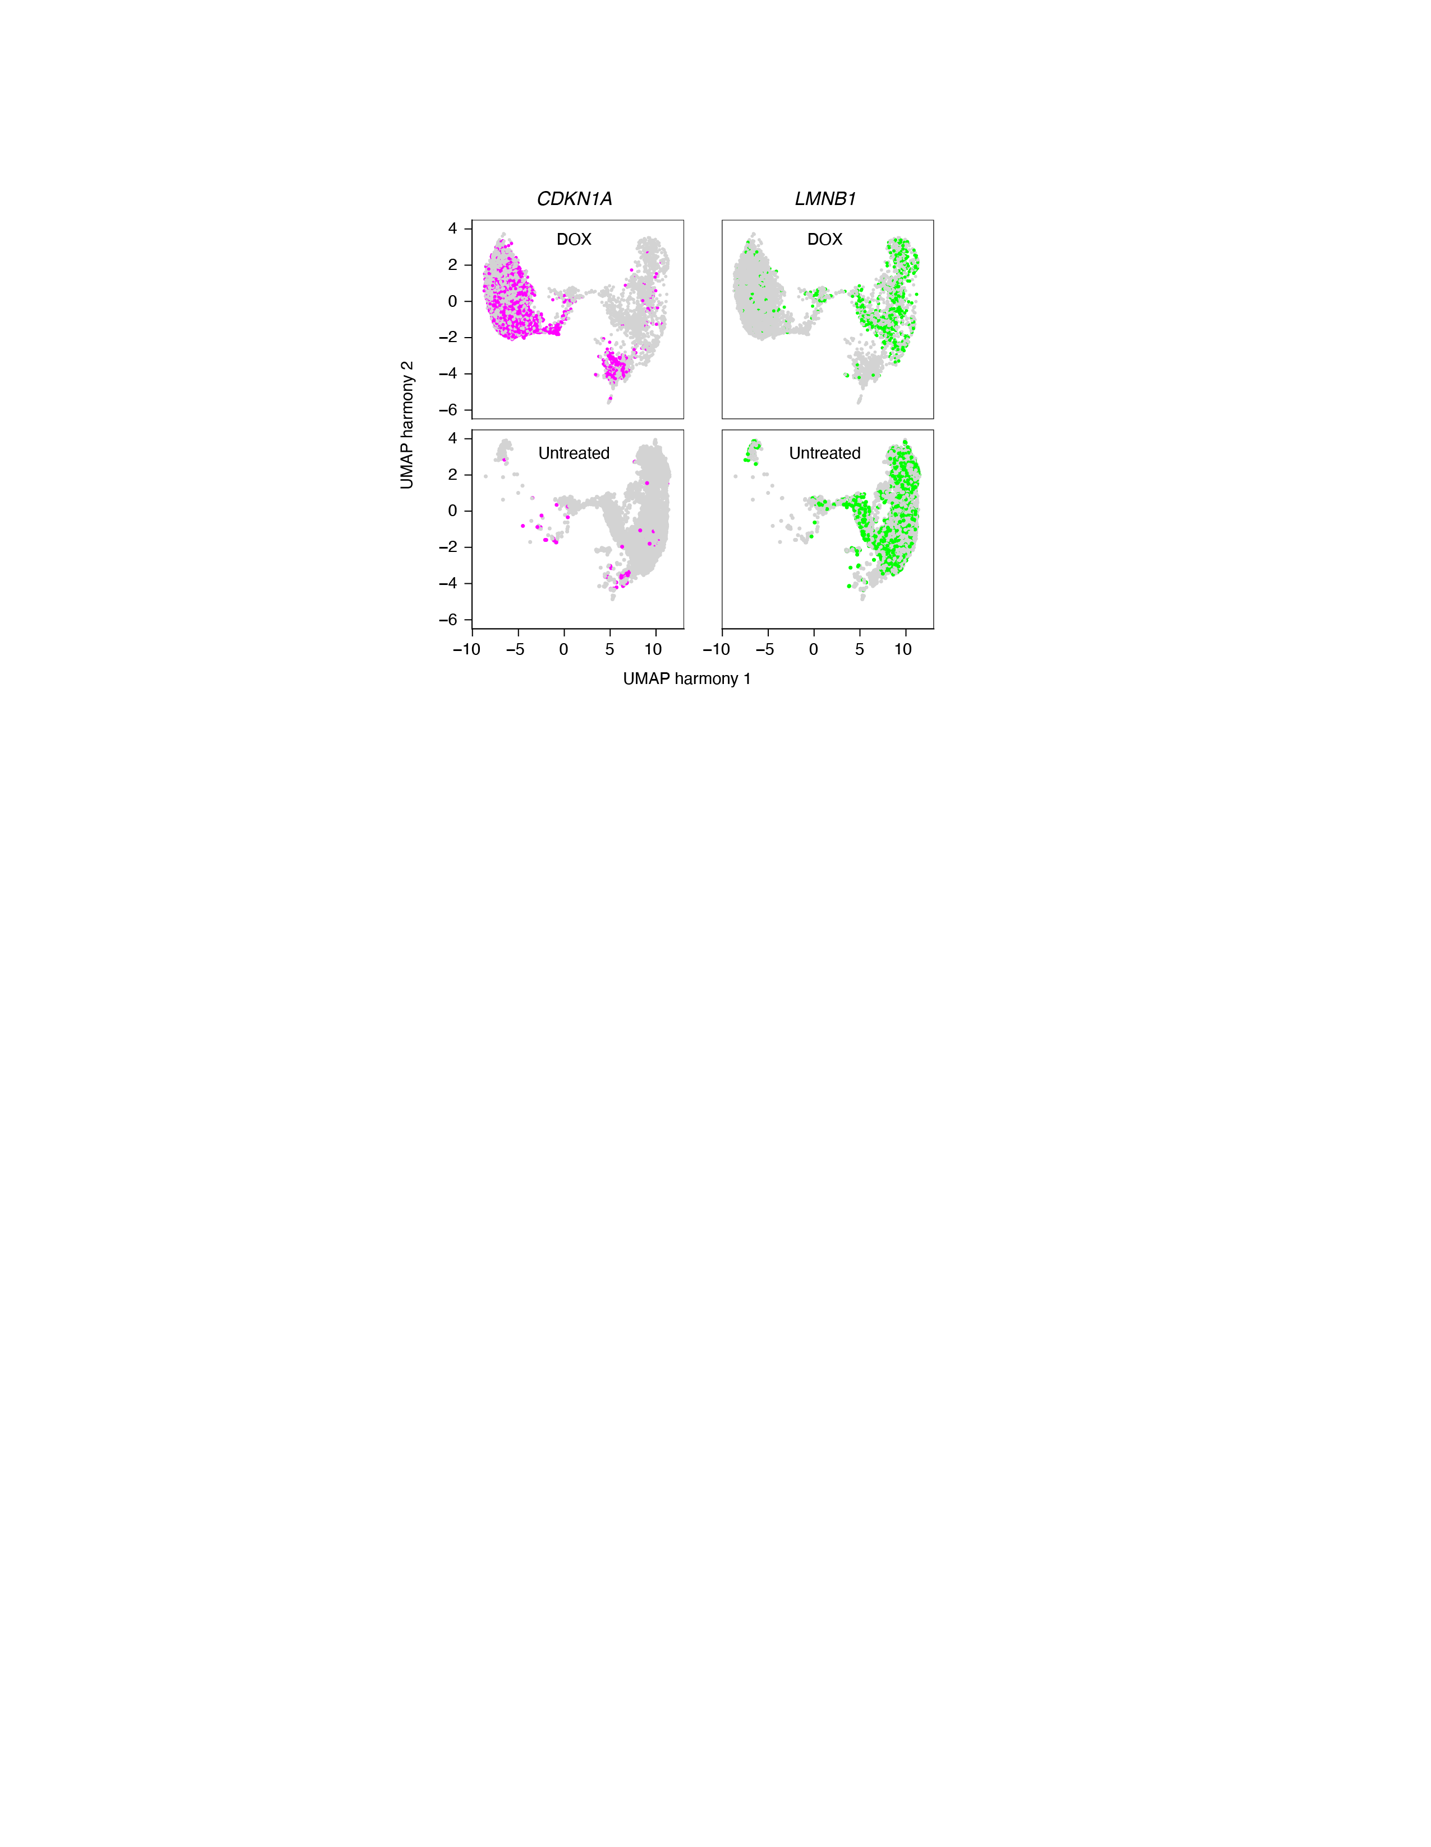

**Figure S3. Impact of doxorubicin on expression of senescence markers across the scRNA-Seq clusters.**

scRNA-Seq UMAPs of doxorubicin-treated (top) and untreated (bottom) HCT-116 cells with indicated cells expressing *CDKN1A* – a gene typically upregulated in senescent cells (in magenta) and *LMNB1* – a gene typically downregulated in senescent cells (in green).

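CDKN1A and LMNB1 changed in opposite directions with DOX inside cluster 1 as well. CDKN1A rose by a log2 fold change of 2.23 (SE 0.11, adjusted p = 2.9e-08, edgeR's quasi-likelihood test, n = 2 against 2), in TMM-scaled CPM from 27.3 CPM (SD 0.139) to 128 CPM (SD 23.4), and LMNB1 fell by 0.78 (SE 0.09, adjusted p = 1.2e-05), from 114 CPM (SD 1.81) to 66.1 CPM (SD 9.20). The fall of LMNB1 depends on the clustering, from −1.97 with a mitochondrial limit of 20% to −0.156 without Harmony correction, where it did not pass (adjusted p = 0.081). GDF15 rose by 2.44 (SE 0.15, adjusted p = 2.6e-07), from 35.3 CPM (SD 7.08) to 192 CPM (SD 46.9). The size of the rises depends on the processing too: over 18 alternatives CDKN1A rose by 1.15 to 2.94 and GDF15 by 1.41 to 2.72. With these 3 markers of the study as a list, 2 rose and 1 fell (camera adjusted p = 0.36), and as the study chose them they are not independent evidence. In untreated cells of cluster 1, CDKN1A molecules were seen in 49.6% and 55.8% of barcodes and LMNB1 molecules in 95.9% and 96.7%.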

**
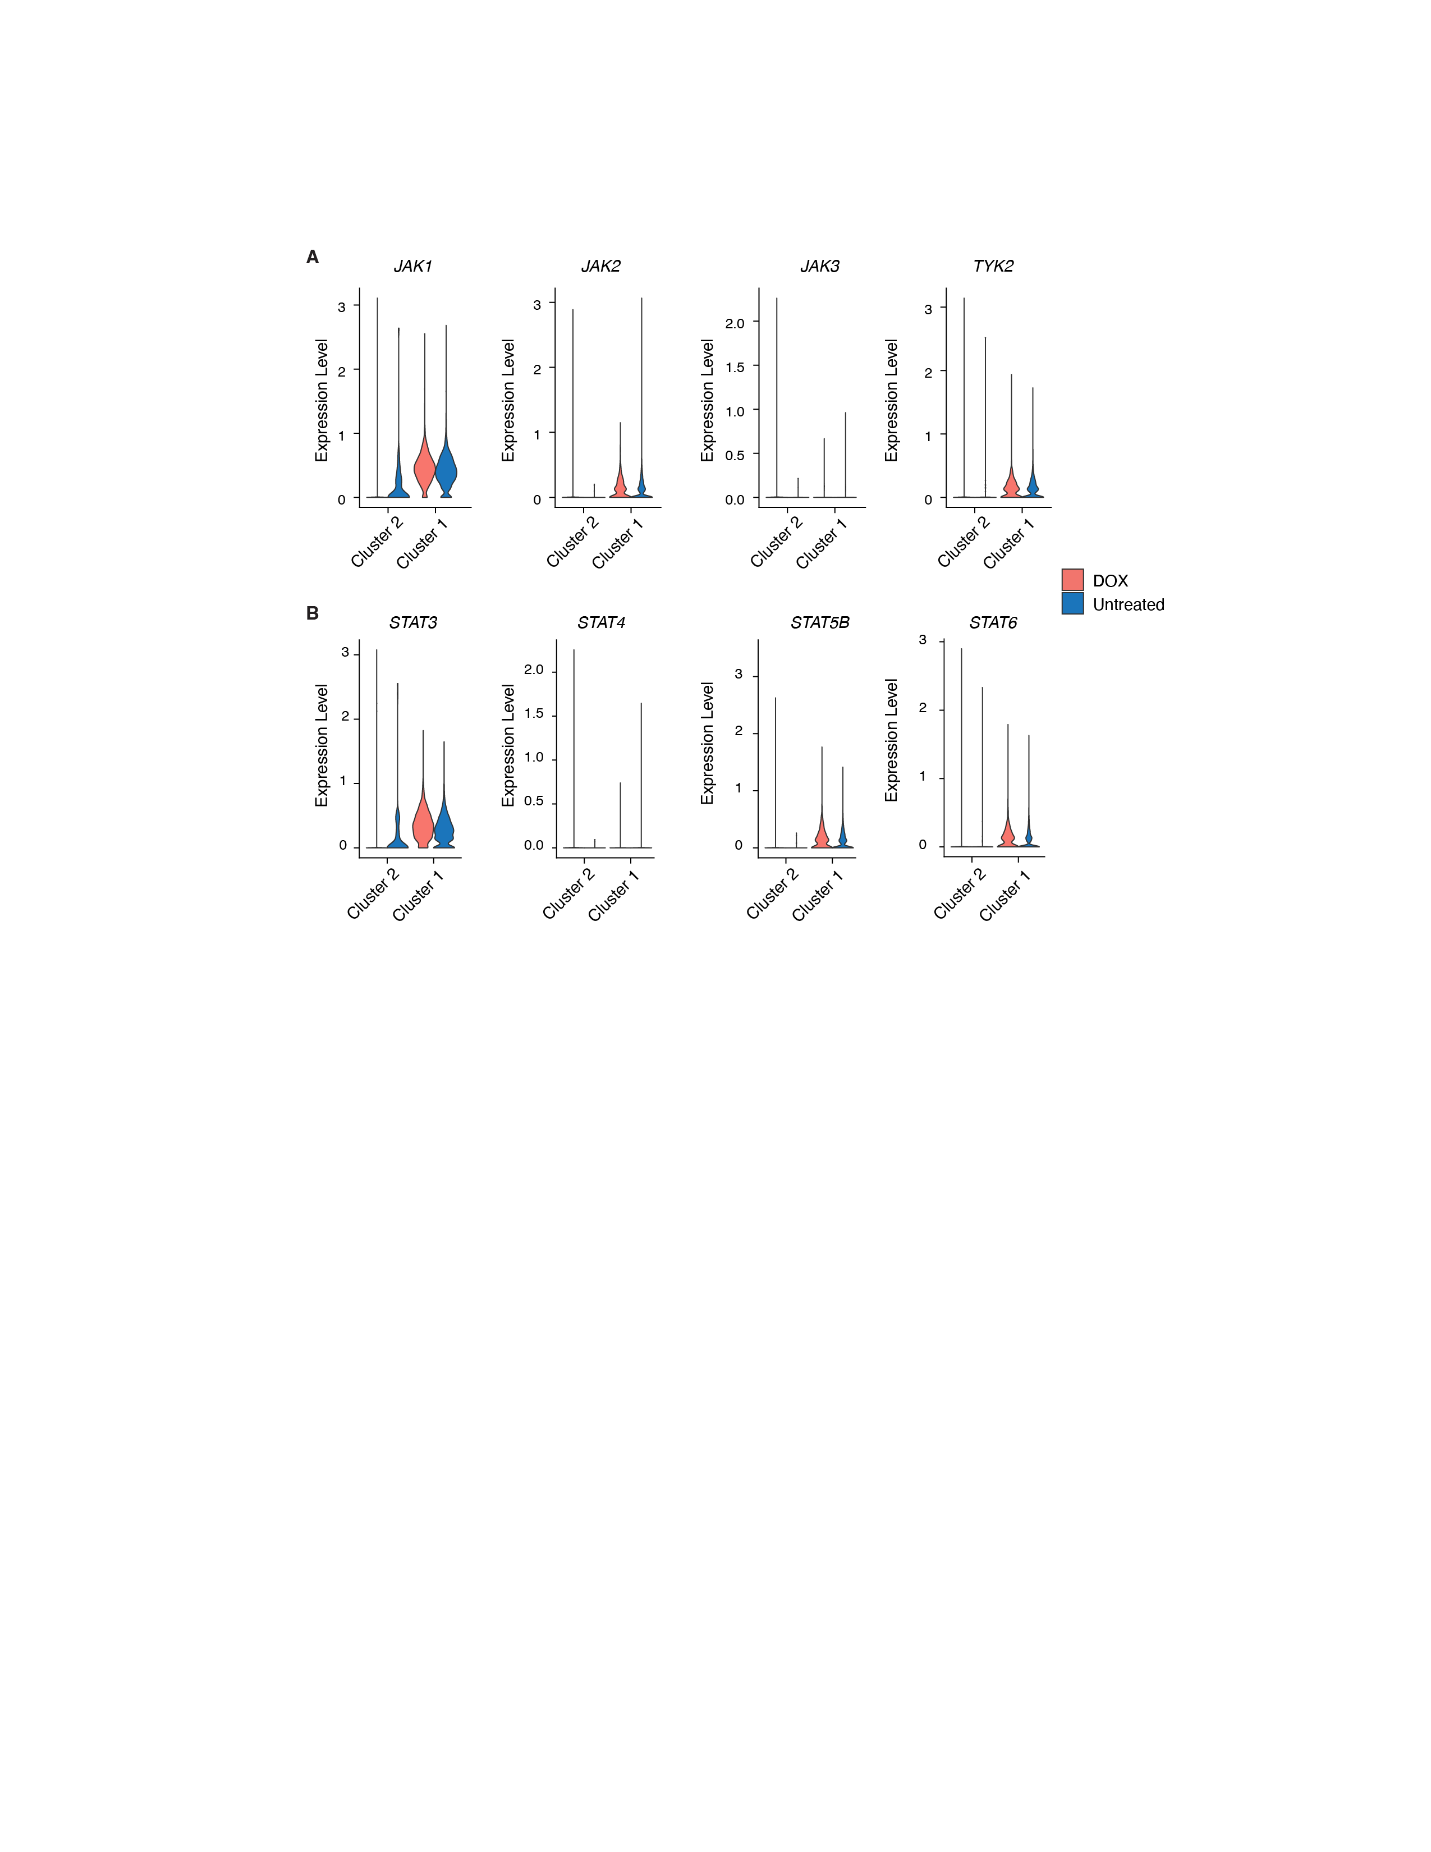
**

**Figure S4. DOX-surviving proliferative cells express JAK/STAT genes.**

(A) Violin plot presenting expression of *JAK* genes in untreated (in blue) and DOX-treated cells (in red). 

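Each JAK gene was seen in few DOX barcodes of cluster 2: JAK1 in 5.85% and 4.62%, TYK2 in 1.13% and 1.04%, JAK2 in 0.893% and 0.729% and JAK3 in 0.575% and 0.641%. With 500 UMIs drawn per barcode JAK1 was found in 1.67% and 1.77% of cluster 2 and in 2.29% and 2.20% of cluster 1. With TMM scaling, which raises cluster 2, JAK2, the kinase of many cytokine receptors, was lower in cluster 2 by 1.49, TYK2, which serves the type I interferon receptor, by 0.59 and JAK1 by 0.20 (log2 fold changes), while JAK3 had 0.35 the other way (SE 0.22, adjusted p = 0.19, edgeR's quasi-likelihood test, n = 2 libraries).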

The expression within clusters 2 and 1 is shown.

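STAT genes were likewise scarce in DOX barcodes of cluster 2, where STAT3 was seen in 4.98% and 4.42%, STAT2 in 1.39% and 1.15%, STAT6 in 1.31% and 0.928%, STAT5B in 0.516% and 0.309% and STAT4 in 0.357% and 0.177%. STAT5A was seen in 0 of 5042 and 0 of 4526 barcodes (floors of 3 barcodes, 0.0595% and 0.0663%), at a depth where a scarce mRNA can go unseen, so this sets no limit on the share of cells that express it. With TMM scaling, which raises cluster 2, STAT5B was lower in cluster 2 by a log2 fold change of 2.69, STAT6 by 1.04 and STAT3 by 0.52.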

(B) Violin plot presenting expression of *STAT* genes in untreated (in blue) and DOX-treated cells (in red). The expression within clusters 2 and 1 is shown.

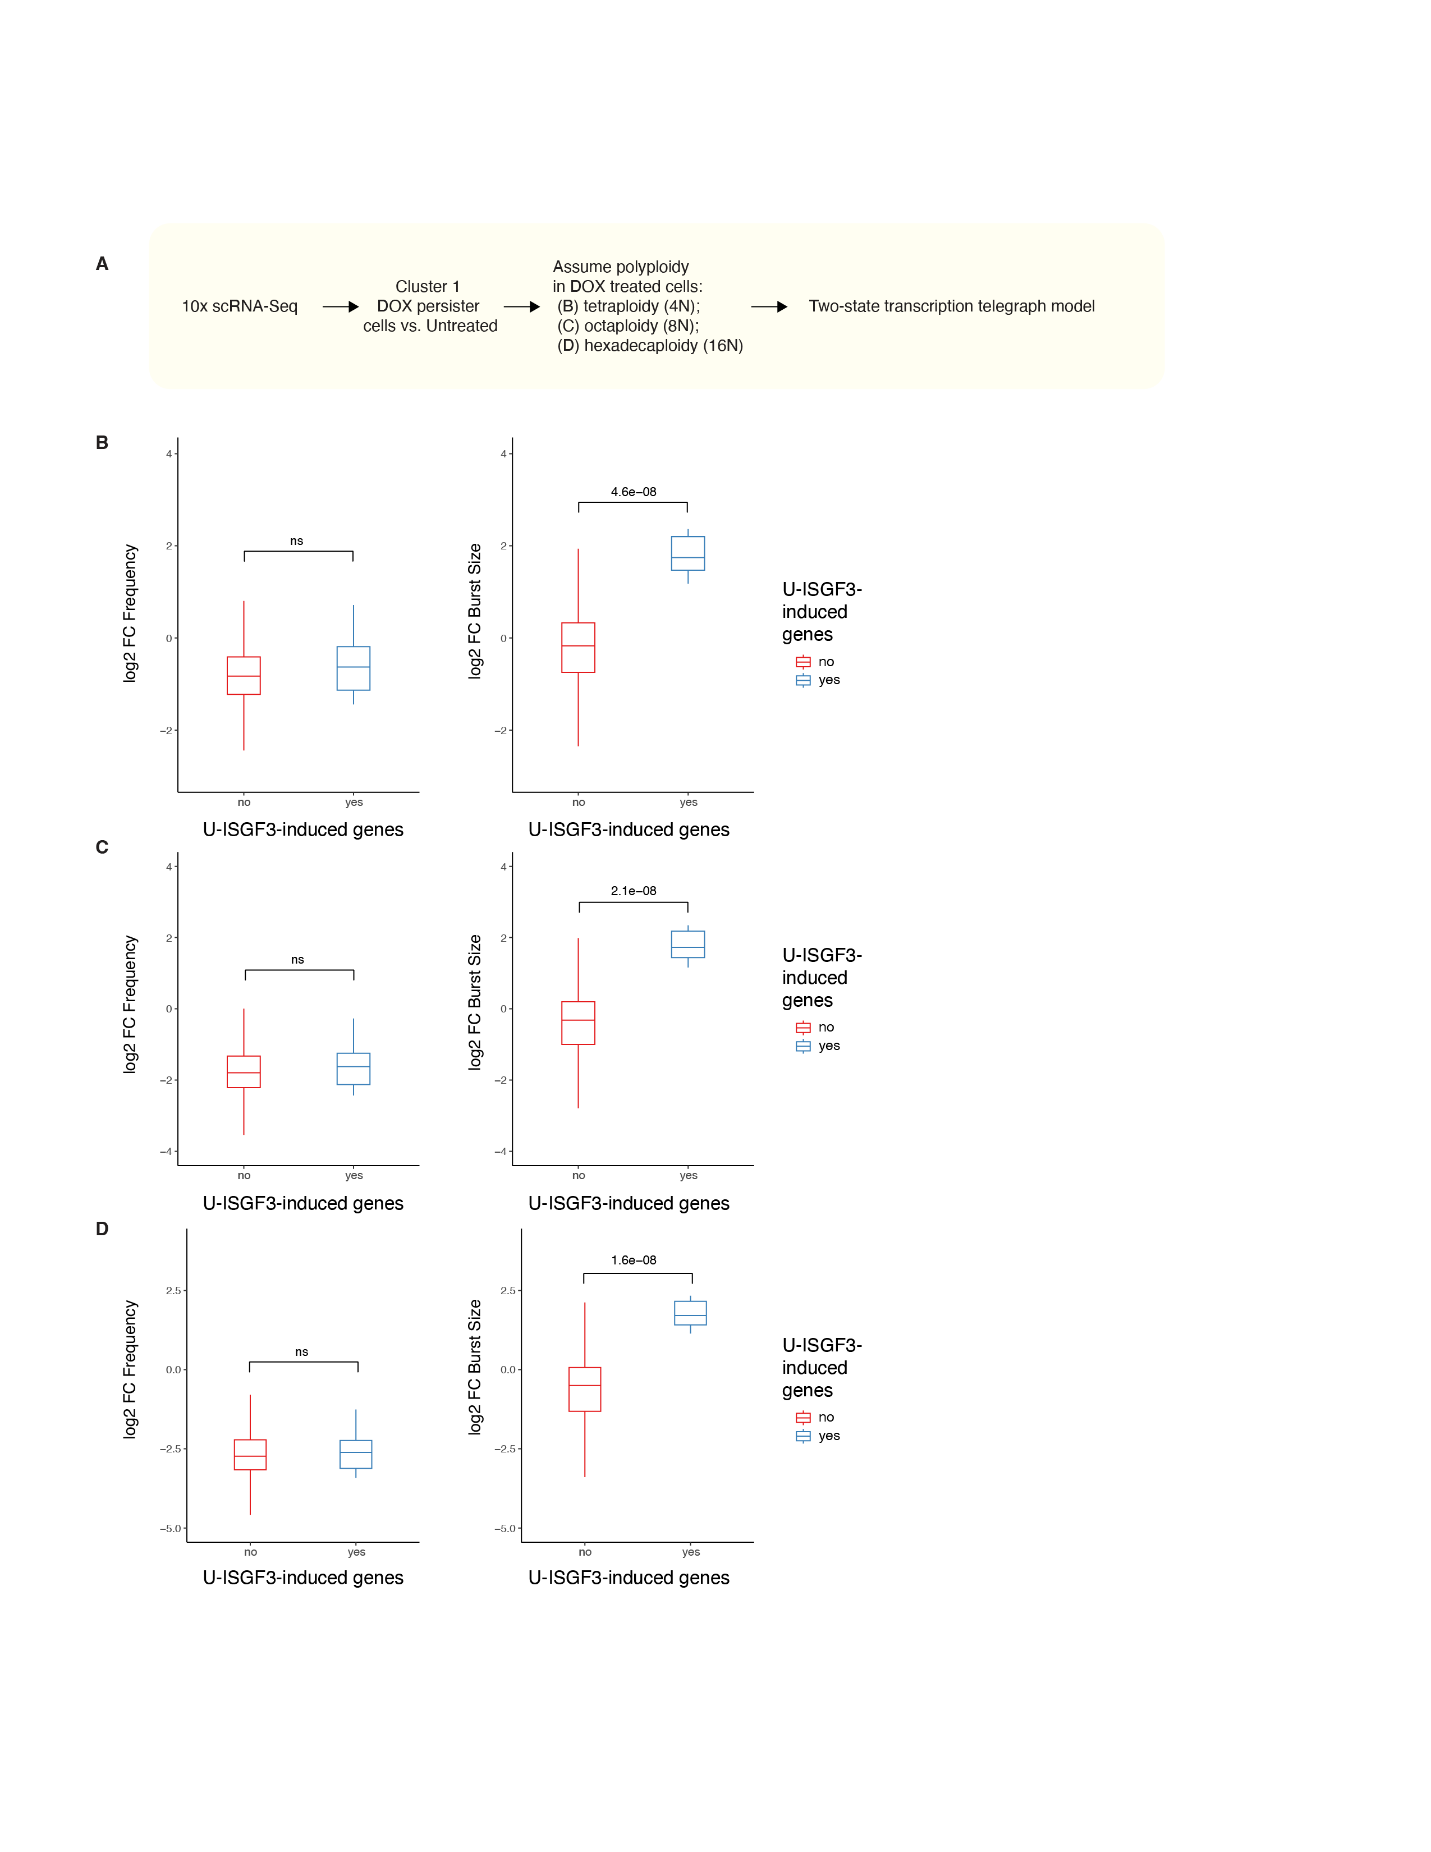

**Figure S5. Regardless of polyploidy, U-ISGF3-related genes are transcribed with a larger burst size.**

(A) scRNA-Seq was performed on untreated and DOX-treated HCT-116 cells. scRNA-Seq histograms of mRNA per cell were obtained from cells within cluster 1, and the two-state telegraph transcription model was fitted to histograms for each gene. As a control, to ensure that the number of alleles does not change the interpretation of the results in Fig. 4C, we refit the data assuming polyploidy of DOX-treated cells from 4 copies of each chromosome (tetraploidy) through 8 (octaploidy) to 16 copies (hexadecaploidy).

(B) Assuming tetraploidy: Box plots presenting log2 fold change (DOX/Untreated) of frequency (left) and burst size (right). In blue: U-ISGF3-induced genes^16^, and in red, all other genes. P-values are shown from the Wilcoxon test, n_yes_ = 12 and n_no_ = 6173 genes.

(C) Assuming octaploidy: Box plots presenting log2 fold change (DOX/Untreated) of frequency (left) and burst size (right). In blue: U-ISGF3-induced genes^16^, and in red, all other genes. ns: not significant; the Wilcoxon test, n_yes_ = 12 and n_no_ = 6423 genes.

(D) Assuming hexadecaploidy: Box plots presenting log2 fold change (DOX/Untreated) of frequency (left) and burst size (right). In blue: U-ISGF3-induced genes^16^, and in red, all other genes. ns: not significant; the Wilcoxon test, n_yes_ = 12 and n_no_ = 6869 genes.

Only the genes that passed the pre-analysis quality control filter have been presented here.

How the deposited data were processed for this re-analysis (not part of the article)

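The values are raw UMI counts, as deposited. The authors made them with Cell Ranger, which the paper gives as version 7.2.0, by aligning reads to hg19 and counting UMIs per gene with no normalization. Notes beside the data list Cell Ranger 7.0.0, CASAVA 1.8.2, SAMtools 1.2 and bedtools 2.25. In the DOX libraries 8000 barcodes each were kept by instruction, so barcodes that the caller would have dropped are present. Gene symbols are those in the count tables, and older symbols of the U-ISGF3 list were translated (G1P2 to ISG15, BIRC4BP to XAF1). Coordinates come from GENCODE v44 lifted to hg19.

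The depth of the conditions differs. The libraries hold 317489299 and 209547139 UMIs (untreated) and 159897846 and 170495465 UMIs (DOX), and 2339 to 4247 untreated but 1854 to 1990 DOX barcodes have more than 10000 UMIs. The limit on the mitochondrial share removed 662 and 238 untreated and 1416 and 2071 DOX barcodes, and the limit on UMIs 255 and 218 untreated and 62 and 163 DOX barcodes. Doublet calling with scrublet marked 2, 14, 0 and 0 barcodes, too few for droplets of this density, so it did not work here. Results were checked without these barcodes and without the 5% of highest doublet scores. No background RNA was taken off, because this needs the empty droplets, which are not used here.

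Clusters were made with Seurat 5.3.0 by the paper's settings: log-normalization to 10000, 2000 variable genes, 30 principal components, Harmony correction by library and Louvain clustering at resolution 0.1. The Harmony package was not installed, and its algorithm was written anew. Random steps used fixed seeds, and thinning drew UMIs without replacement.

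Counts were summed per library over the barcodes of a cluster and tested with edgeR 4.0.16 (TMM factors, low counts filtered, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05) with 2 libraries per condition. Log2 fold changes are scaled by TMM factors. Within the DOX libraries this raises clusters 2, A and B against cluster 1 by means of 0.847, 0.263 and 0.211 over parts of all UMIs. CPM beside a change between DOX and untreated are TMM-scaled too, while CPM that compare clusters or sum a list are parts of all UMIs. DESeq2 1.42.0 was the alternative. Gene lists were compared with limma 3.58.1 by camera, with a preset correlation of 0.01 and with an estimated one, and by fry. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

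The 21 gene lists were fixed before the counts were read: U-ISGF3-induced genes, ISGF3 components, JAK/STAT, other type I interferon-stimulated genes, interferon gamma genes, MHC class I presentation, interferons and sensors, senescence markers and proliferation markers of the study, p53 targets, SASP, S phase, G2/M phase, colon epithelial differentiation, cholesterol synthesis, mitochondrially encoded genes, nuclear retained RNA, markers of other cell types, ribosomal proteins, and the interferon lists of Table S2. The genes named in the text follow a rule fixed at the same time: every gene the paper names for its single-cell results; the 10 largest rises and 10 largest falls in cluster 1 with adjusted p < 0.05, a mean of at least 20 CPM and both DOX libraries on the same side; the 3 members of each list with the smallest adjusted p; and 5 genes up and down for each other cluster. By itself 1 gene, and with it 1 short list, is not reported here.

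Table S5 was at hand only as the first 1554 of 6375 rows and Table S1 as the first 1999 of 3739 rows, so neither was used for tests of sets. StochasticGene, which the paper used for bursting, was not used here, and moment estimates took its place.

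The pipeline was tested on simulated counts with known changes. For cluster 1, DOX against untreated, 67 genes were changed 1.5-fold, 67 genes 2-fold and 66 genes 4-fold. Of these 74.6%, 80.6% and 86.4% were called, and 9.04% of the calls were unchanged genes, somewhat more than the 5% aimed at. At 1.5-fold, 62.7% were called for cluster 2 against cluster 1 within the DOX libraries. For the DOX effect in cluster B against cluster 1 it was 13.4% at 1.5-fold and 73.1% at 2-fold. The replicates of a condition differ by more than counting: the mean chi-square per degree of freedom was 34.4 between the untreated libraries and 6.05 between the DOX libraries.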

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

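The test of burst size with the shared variation taken off was chosen only after the result it bears on was seen; the others were set before.

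The change with DOX differed between the clusters, by the interaction of treatment and cluster in edgeR's quasi-likelihood test over 18059 genes. Against cluster 1, 6090 genes responded differently in cluster 2 (3261 more and 2829 less), 1208 in cluster A (884 more and 324 less) and 3110 in cluster B (1817 more and 1293 less). In cluster A the genes of DNA synthesis and division fell less than in cluster 1: 38 of 41 S phase and 33 of 54 G2/M genes had a higher response. In cluster B, 18 of 41 S phase and 29 of 54 G2/M genes fell further than in cluster 1, while 2 G2/M genes had a higher response. In cluster 2, 21 of 31 p53 targets and 83 of 86 ribosomal protein genes responded more than in cluster 1, while in cluster B 13 p53 targets responded less and 3 more. Untreated barcodes of cluster 2 had medians of 6216.5 and 6744 genes, and its DOX barcodes 766 and 673. The values of cluster 2, the 6090 genes included, thus compare unlike barcodes and need not show a response of cells.

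Clusters A and B, which nothing in the files ties to the clusters that the paper set aside, carried the interferon response as well. In cluster B, 23 of 27 tested U-ISGF3 genes rose with DOX and none fell, with a median log2 fold change of 2.66, and in cluster A 23 rose and none fell (2.91). Of the U-ISGF3 genes, 1 responded more and 1 less in cluster B than in cluster 1. In simulated counts this comparison called 13.4% of 1.5-fold and 73.1% of 2-fold differences, so small differences can be missed. Cluster B is the one with more CDKN1A (log2 fold change 2.36 against cluster 1 within the DOX libraries) and less LMNB1 (−2.06) and MKI67 (−1.88). Its DOX barcodes with at least 7000 genes had 1608 and 1673 CPM of U-ISGF3 genes, against 308 and 269 CPM in its untreated barcodes, so low depth does not account for this.

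The few genes in DOX barcodes of cluster 2 could come from droplets with free RNA and no cell, or from cells that lost most of their RNA. Free RNA drawn from a single pool predicts that abundant genes vary between barcodes as random draws, with a dispersion near 1. The median dispersion of 100 abundant genes over DOX barcodes of cluster 2 was 1.47 in replicate 1 and 1.51 in replicate 2. Only the second passed the bound of 1.5 set against free RNA. In DOX barcodes with fewer than 1000 genes it was 1.14 and 1.13, below 1.2, so the bound was not passed there. At an equal depth of 1000 UMIs it was 1.09 in both libraries for cluster 2. At this depth DOX barcodes of cluster 1 had 1.59 and 1.51. Those of cluster A, which are deep, had only 1.157 and 1.148, so a low value does not mark free RNA by itself. In barcodes with fewer than 1000 genes the sums of the G2/M, p53 and U-ISGF3 lists had dispersions of at most 1.35 at 1000 UMIs, with the U-ISGF3 list alone above the 1.2 expected of a single pool and none of the 3 above the 1.5 expected of distinct cells. The ribosomal protein list, which was not part of this test and has a mean of 306 and 316 UMIs there, had 3.10 and 3.77, more than draws from exactly one pool give. Free RNA whose make-up varies between droplets and shrunken cells cannot be told apart with these counts, since empty droplets are not used here.

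The co-expression of U-ISGF3 genes in DOX cells of cluster 1 might follow from their higher level, which lowers counting noise, or from the number of UMIs per cell. With DOX counts thinned to the untreated mean of each gene, the mean r in the lower of the 2 DOX libraries was 0.0517, and with cells thinned to 20000 UMIs, which kept 319 of 350 and 249 of 273 DOX cells, it was 0.113. Both lie above the 0.00886 of the higher untreated library, so neither explains it whole, although the first takes away most of it. A response to DOX that differs in strength between cells, with all U-ISGF3 genes following it, stays open as a biological hypothesis.

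The gain in burst size of the U-ISGF3 genes could be what this estimator gives for any gene whose mean rises. Against genes matched on the change of their mean the gain was still larger, by 0.973 on the log2 scale, so a rising mean is not the whole cause. Variation that the U-ISGF3 genes share between cells made up a median of 48.8% and 67.0% of their excess variance with DOX, and 18.6% and 21.6% without. With this part taken off, 18 of 19 genes still gained, and the difference to the matched genes was −0.104. The part was taken off the U-ISGF3 genes and not off the matched genes. The compared sides were thus not treated alike, so this test does not decide. A response that differs between cells cannot be told apart from larger bursts here.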

How the results depend on the processing

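Added after the data were seen were the settings with clusters 1 and A together, without the highest 5% of doublet scores, further sets of matched genes for bursting, the classes and the run without Harmony for the levels in cluster 2, and the run without Harmony for co-expression and bursting; the rest was set before the data were examined. The U-ISGF3 list rose in all 18 alternatives (median log2 fold change 2.49 to 2.85), as did HSH2D (1.78 to 2.09), and the gain of burst size over other genes was 0.97 to 2.58. Of the alternatives, 354 of 378 list results, 1687 of 1732 results of named genes, 17 of 17 counts within DOX and 42 of 70 gene pairs kept direction and call or stayed within the spread, against 3 of 8 shares and levels per cluster, 2 of 7 cluster percents and 0 of 5 numbers of clusters. For the changes below the cause was not tested. Without Harmony correction 4676 genes changed instead of 11097, the cholesterol, mitochondrially encoded and ribosomal lists reversed (0.38, 0.072 and 0.087), ICAM1 reversed (−0.016), LMNB1 no longer passed (−0.16), there were 3 clusters, and the percent of DOX barcodes in cluster 2 was 79.1 instead of 77.5. At resolution 0.3, with 6 clusters, cluster 1 was also defined otherwise, by joining clusters with a median of 7000 or more genes, so these changes cannot be put down to the resolution alone: 6468 genes changed, the same lists reversed (0.36, 0.040 and 0.088) and SASP passed (0.21). With a mitochondrial limit of 20% there were 5 clusters, the percent was 76.2, MHC class I (0.32) and mitochondrially encoded genes (−0.13) no longer passed, cholesterol synthesis passed (−1.10) and JAK1 reversed (−0.18). Without the upper limits there were 5 clusters, and SASP (0.29) and cholesterol synthesis (−0.32) passed. With classes by genes detected the percent was 71.8, ribosomal proteins reversed (0.029), and SASP (0.49) and interferon gamma genes (0.74) passed. Clustered without the fixed lists there were 5 clusters, the percent was 78.5 and interferon gamma genes passed (0.70); with each library on its own the percent was 78.3. Without the filter on low counts interferon gamma genes (1.02) and SASP (0.31) passed, and with DESeq2 the senescence markers passed (2.16) and 2151 genes responded differently in cluster A. Leaving out one library gave 0.58 to 0.79 for interferon gamma genes. Over all 18 alternatives their median was −0.049 to 1.02, so the direction of this list is not settled. With clusters 1 and A together cholesterol synthesis reversed (0.30), ribosomal proteins no longer passed (−0.045), and SASP (0.24) and interferon gamma genes (0.52) passed. The difference in mean r between DOX and untreated was 0.179, and 0.127 with cells thinned to 20000 UMIs and 0.0545 with DOX counts thinned to the untreated mean. CDC20-MKI67 reversed given cell cycle scores (−0.0591), but CDC20 is itself one of the G2/M genes. Against genes matched on the change of their mean, the difference of burst frequency (−1.28; −1.39 without interferon lists, −1.40 with thinned cells, −0.96 by maximum likelihood) mirrors that of burst size, since frequency is the mean over burst size, and is no separate result. The difference of burst frequency against other genes was −0.23 but 0.477 with thinned cells, 0.096 by maximum likelihood, 0.409 by the Poisson-beta fit and 0.012 without DOX replicate 1. For the share of barcodes with a UMI and mean level per cluster, the JAK/STAT share of cluster 1 exceeded that of cluster 2 by 5.01 points at 250 UMIs, 12.4 without the upper limits and 5.36 without Harmony, and the U-ISGF3 log2 ratio of cluster 2 over cluster 1 was 0.89 with classes and 0.89 without Harmony. Libraries of one number share only the number (deviations correlate at −0.0559 over 7259 genes), and with the replicate block 10974 genes changed, 10807 of them also called without it. A left-out library leaves 1 in its group, which is assumed to vary like the other group. Depth limits every share in cluster 2.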

Differences from the paper's values

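The settings with clusters 1 and A together, without the highest 5% of doublet scores, and without Harmony for bursting were chosen after seeing the values; the other settings were set before the data were examined. The paper's correlations are single values, and those here are means of 2 libraries over cluster 1 cells.

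For GDF15 and CDC20 the paper gives r = −0.26 and the value here is −0.331. Thinning DOX counts to the untreated mean (−0.238) brings it within the spread of the paper's, and the other settings do not, with −0.143 given cell cycle scores. For GDF15 and BIRC5 the paper gives −0.17 and the value here is −0.351, and no setting closes the gap, with −0.101 given cell cycle scores. For BIRC5 and MKI67 the paper gives 0.52 and the value here is 0.733, and no setting closes the gap, with 0.610 for cells thinned to 20000 UMIs and 0.630 for clusters 1 and A together. Given cell cycle scores the value fell below the paper's, to 0.0745. For CDC20 and MKI67 the paper gives 0.24 and the value here is 0.571, and no setting closes the gap, with −0.0591 given cell cycle scores. For HSH2D and IFIT1 the paper gives 0.31 and the value here is 0.213, and no setting closes the gap, with 0.243 for classes by genes detected.

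The paper kept 12 U-ISGF3 genes for bursting and 19 were kept here. The paper states its limits on another fit, so the counts are not at the same threshold. Cells thinned to 20000 UMIs (8 genes) and classes by genes detected (18) come within 1.5 times of it, as do, chosen after seeing the values, the setting without the highest doublet scores (18) and the one without Harmony (18). Leaving out any library, no bootstrap filter, maximum likelihood and removing called doublets do not. The paper kept 6363 other genes and 13496 were kept here, and only thinning to 20000 UMIs (6682) comes within 1.5 times. The paper's p-value for burst size takes genes as replicates, as does the permutation here.

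The paper finds no expression of BIRC4BP and G1P2. Under the symbols XAF1 and ISG15 both were found and rose in cluster 1, by 4.78 and 1.85. RTP4 was too scarce here as well.

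The paper names JAK3 and STAT4 as exceptions to expression in DOX cells of cluster 1. They were found here in 24.9% and 23.4% and in 19.1% and 13.9% of these cells, and both rose with DOX, although they were the scarcest of the pathway after STAT5A.

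A legend of the paper places the rise of U-ISGF3 genes in proliferative but not in senescent cells. Here 27 of 27 U-ISGF3 genes rose with DOX in cluster 2 (median 3.71), and their summed part of all UMIs was 2253 and 2209 CPM in DOX cluster 2 against 1303 and 1302 CPM in DOX cluster 1. The sum rests on a few abundant genes, and the median gene was lower in cluster 2 by 0.151 as a part of all UMIs and higher by 0.697 with TMM scaling. DOX barcodes of cluster 2 cannot be told apart from droplets with free RNA here (the 3 list sums tested in barcodes with fewer than 1000 genes had dispersions of at most 1.35 at 1000 UMIs), so this does not settle what senescent cells express. Most JAK/STAT genes, IRF9 and HSH2D were lower in cluster 2.

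The paper finds PCNA enriched in cluster 1, from all samples combined. Within the DOX libraries alone, PCNA made up more of all UMIs in cluster 2 here (223 and 232 against 138 and 147 CPM). The groups are not the same, and untreated cluster 1 had 226 and 214 CPM, so the 2 need not disagree. The share of DOX barcodes with a UMI of PCNA was higher in cluster 1.

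The paper finds no correlation of HSH2D with CDC20 and BIRC5. The values here are −0.210 and −0.173 as means of 2 DOX libraries.

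The paper finds that burst frequency rose slightly across the transcriptome. Here the median log2 fold change of frequency was −0.73 for other genes, and 10.4% of them rose. Without Harmony, a setting chosen after seeing the values, 63.7% rose (median 0.11).

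The paper states no size for the branch of HSH2D. In a tree built here from the paper's DOX correlations it held 22 genes, 21 of them U-ISGF3 genes. From the DOX correlations computed here the branch held 29 genes, with all 25 U-ISGF3 genes but also CDKN1A, GDF15 and ANAPC1.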

Other observations

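The comparisons with clusters 1 and A joined were chosen only after the results were seen.

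Beyond interferon and cell cycle genes, ribosomal protein and mitochondrially encoded genes fell and nuclear RNAs rose in DOX cells of cluster 1 in the main setting. The ribosomal list turned without Harmony correction (0.087), at resolution 0.3 with cluster 1 joined from clusters with a median of 7000 or more genes (0.088) and with classes by genes detected (0.029), and the mitochondrial list in the first 2 of these (0.072 and 0.040), so neither direction is settled. Of 86 ribosomal protein genes 58 fell and 1 rose (60 and 1 over the list alone, median log2 fold change −0.32, camera adjusted p = 1.7e-08, adjusted p = 0.48 with an estimated correlation), with RPL7L1 at −0.85, RPL26L1 at −0.82 and RPL36AL at −0.59. Of 13 genes of the mitochondrial genome 8 fell (median −0.40, camera adjusted p = 0.0014, 0.48 with an estimated correlation), among them the complex I subunits MT-ND6 (−1.24) and MT-ND4L (−0.73) and the ATP synthase subunit MT-ATP8 (−0.85). The nuclear RNAs NEAT1, MALAT1 (1.11) and KCNQ1OT1 (0.66) all rose (median 1.11, camera adjusted p = 0.015, 0.32 with an estimated correlation). Among genes with a mean of at least 20 CPM the largest falls were those of BCYRN1 (−1.69), a small neuronal RNA also found in tumours, CDC20, ODC1 (−1.52), which starts polyamine synthesis, SNHG9 (−1.41), the division gene CDCA3 (−1.41), the chaperone CLU (−1.39), EIF5AL1 (−1.35), UBE2S (−1.34), which extends ubiquitin chains in mitosis, the mitotic brake PKMYT1 (−1.33) and the receptor TNFRSF12A (−1.32). EIF5AL1 shares reads with copies of EIF5A.

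Colon differentiation genes were little expressed: 3 rose and 2 fell of 9 tested (median 0.32, camera adjusted p = 0.36), with the adhesion molecule CEACAM1 at 3.22, the mucin MUC13 at 2.32 and the intestinal factor CDX2 at −0.57. Cholesterol synthesis genes went both ways in cluster 1 (4 up and 8 down of 23, median −0.05, camera adjusted p = 0.59), with EBP at −0.87, PMVK at −0.64 and TM7SF2 at 0.80, but rose in cluster A (16 of 23 up, none down, median 0.53). Markers of other cell types were near the floor (4 up and 2 down of 6 tested, camera adjusted p = 0.32): PTPRC reached 0.227 CPM and LYZ 0.476 CPM with DOX, and HBA2 fell by 1.48. HBA2, PMVK and the ribosomal gene RPL36AL each lost their call in 4 of 18 alternatives.

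Within the DOX libraries the leading genes of clusters 2 and B against cluster 1 were keratin-associated (KRTAP3-1, KRTAP2-3) and kallikrein genes (KLK8 in cluster 2, KLK5 in cluster B) and the stress factor ATF3, with FXYD3 in cluster 2, and those of cluster A were CDC20, CCNB1, GINS2, HMGB2 and HMMR. Cluster 2 was also higher than cluster 1 in 84 of 86 ribosomal protein genes (median TMM-scaled log2 fold change 1.61, or 0.761 as parts of all UMIs) and lower in the nuclear RNAs (3 of 3, median −2.43).

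The correlations of the 35 genes were compared with the paper's matrix. Over pairs, r was 0.759 for DOX replicate 1 and 0.759 for replicate 2 in cluster 1, and 0.811 and 0.885 with clusters 1 and A joined. For the untreated matrix it was 0.754 for replicate 1 and 0.948 for replicate 2.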
